# Eutherian-Specific Gene *TRIML2* Attenuates Inflammation in the Evolution of Placentation

**DOI:** 10.1093/molbev/msz238

**Published:** 2019-10-09

**Authors:** Xuzhe Zhang, Mihaela Pavlicev, Helen N Jones, Louis J Muglia

**Keywords:** TRIM family protein, Eutheria, placentation, inflammation, endogenous retrovirus, coevolution

## Abstract

Evolution of highly invasive placentation in the stem lineage of eutherians and subsequent extension of pregnancy set eutherians apart from other mammals, that is, marsupials with short-lived placentas, and oviparous monotremes. Recent studies suggest that eutherian implantation evolved from marsupial attachment reaction, an inflammatory process induced by the direct contact of fetal placenta with maternal endometrium after the breakdown of the shell coat, and shortly before the onset of parturition. Unique to eutherians, a dramatic downregulation of inflammation after implantation prevents the onset of premature parturition, and is critical for the maintenance of gestation. This downregulation likely involved evolutionary changes on maternal as well as fetal/placental side. *Tripartite-motif family-like2* (*TRIML2*) only exists in eutherian genomes and shows preferential expression in preimplantation embryos, and trophoblast-derived structures, such as chorion and placental disc. Comparative genomic evidence supports that *TRIML2* originated from a gene duplication event in the stem lineage of Eutheria that also gave rise to eutherian *TRIML1*. Compared with TRIML1, TRIML2 lost the catalytic RING domain of E3 ligase. However, only *TRIML2* is induced in human choriocarcinoma cell line JEG3 with poly(I:C) treatment to simulate inflammation during viral infection. Its knockdown increases the production of proinflammatory cytokines and reduces trophoblast survival during poly(I:C) stimulation, while its overexpression reduces proinflammatory cytokine production, supporting *TRIML2*’s role as a regulatory inhibitor of the inflammatory pathways in trophoblasts. TRIML2’s potential virus-interacting PRY/SPRY domain shows significant signature of selection, suggesting its contribution to the evolution of eutherian-specific inflammation regulation during placentation.

## Introduction

Although both eutherians and marsupials are viviparous and form fully functional placentas during pregnancy, eutherian ancestors evolved highly invasive form of placentation, with subsequent extension of pregnancy. These reproductive characteristics enabled the offspring to be born at more mature stages and set eutherians apart from other mammals (Wildman et al. 2006; Renfree 2010; Chavan et al. 2016). Underlying such remarkable evolutionary achievement unique to eutherian reproduction is the mechanism that enables the semi-allogeneic fetus direct contact with, and breaching of the integrity of maternal tissue without the rejection by the maternal immune system (Chavan et al. 2017). Recent comparative studies in mammals with different reproduction modes have shed light on this conundrum (Griffith et al. 2017).

Though viviparous, marsupials retain many characteristics of the oviparous ancestors that are seen in extant monotremes. In both marsupials and monotremes, the contact between the conceptus and maternal tissue is limited by a layer consisting of the zona pellucida, mucoid coat, and shell coat (Frankenberg and Renfree 2018). In monotremes, the shell coat thickens dramatically as pregnancy proceeds (Frankenberg 2018). In marsupials, instead of thickening, the shell coat breaks down and enables transient direct attachment of the placenta to the endometrium, which triggers maternal inflammation reaction and results in parturition within days. Interestingly, implantation processes in eutherians show molecular signatures consistent with the marsupial attachment reaction, but unlike marsupials, the upregulation of proinflammatory genes does not trigger parturition. Rather, a transition into an anti-inflammatory period occurs, and the low inflammatory status is maintained until the end of the extended pregnancy (Griffith et al. 2017).

The preservation and modification of the inflammatory reaction associated with implantation throughout evolution suggest that it is a critical process. Indeed, evidence supports that inflammation is constitutive for the establishment of pregnancy, due to its pregnancy-enhancing aspects in processes such as angiogenesis (Chaouat 2013). On the other hand, excessive inflammation, on maternal and/or fetal/placental sides, is associated with adverse reproductive outcomes, such as fetal loss (Zenclussen et al. 2003; Calleja-Agius et al. 2012). Thus, the evolution in eutherians of mechanisms to tightly control the nature and extent of inflammation both temporally and spatially was crucial to enable the transition to the anti-inflammatory status unique to eutherian prolonged pregnancies.

Maternal-fetal tolerance is not the only source of selective pressure on the eutherian immune regulation during pregnancy. Other important sources are infectious pathogens. Intrauterine infection lowers maternal reproductive fitness (Mor 2008). Expansion of gene families involved in immune response often accompanies such arms races between hosts and pathogens (Worobey et al. 2007). One gene family that shows such rapid expansion is the tripartite motif (TRIM) family, thus named due to the N-terminal RBCC (RING, B-box, and coiled-coil) motif (Cao et al. 1997). Although each of these three submotifs also exists independently in plants, the order of combination is conserved since early in metazoan evolution. Afterward, the RBCC domain has been associated with several different C-terminal domains; however, the RBCC domain per se has been evolving as a single block without domain-swapping between TRIMs. There is no evidence for domain acquisition in RBCC motif, however domain loss that results in the lack of at least one of the three N-terminal domains has happened multiple times, and has given rise to the noncanonical TRIM-like members of this protein family. Based on their protein structure and evolutionary history, TRIMs can be divided into two groups. Group-1 TRIMs possess a variety of C-terminal motifs and are shared by invertebrates and vertebrates, and group-2 TRIMs use SPRY domain as the core C-terminal motif and can only be found in vertebrate genomes. The association of N-terminal RBCC with C-terminal SPRY domain is followed by rapid evolution and gene expansion through gene duplication in vertebrate genomes (Sardiello et al. 2008). The first major expansion of group-2 TRIMs co-occurred with the evolution of the adaptive immunity in jawed vertebrates. Subsequent expansions often paralleled major developments of the immune system, especially the evolution of an ever more complex interferon pathway (Versteeg et al. 2014). Functionally, many TRIMs can be induced by the activation of pattern-recognition receptors during infection, and through their E3 ligase activity, regulate the production of proinflammatory cytokines, thus influence the course of inflammation and innate immunity (Ozato et al. 2008). Through gene duplication, the TRIM family can function as a reservoir to provide new TRIM genes to fine-tune the inflammation/immune response.

As the TRIM family shows rapid expansion in eutherian genomes, we hypothesized that some of these eutherian-specific TRIMs, especially those with preferential expression at the maternal-fetal interface, may contribute to the establishment of the eutherian-specific anti-inflammatory phase. To test this hypothesis, we carried out comparative genomic studies and gene expression profiling, and found that *tripartite-motif family-like 2* (*TRIML2*) only exists in eutherian genomes and is expressed preferentially in preimplantation embryos, chorion, and placental disc. Functional study in human choriocarcinoma cell line JEG3 supports that *TRIML2* reduces proinflammatory cytokine production in trophoblasts. Multiple sites of TRIML2 PRY/SPRY domain, which have been demonstrated to contribute to retrovirus restriction function of other TRIMs, show significant signature of positive selection, supporting the notion that *TRIML2* may have contributed to the evolution of inflammation regulation during eutherian placentation.

## Results

### *TRIML2* Exists in All Extant Eutherian Superorders but Is Absent in Marsupial and Monotreme Genomes

To study the role TRIMs played during the evolution of eutherian placentation, we looked for TRIMs that likely evolved in the stem lineage of eutherians, that is, after the separation of marsupials but before the branching of the four extant eutherian superorders. As many TRIMs, especially vertebrate-specific group-2 TRIMs, exist in spatial gene clusters (Versteeg et al. 2014), we scanned for TRIM clusters that exist in all four representative species of extant eutherian superorders though UCSC genome browser, and found that *TRIML1* and *TRIML2* at the telomeric end of the long arm of human chromosome 4 exist in all four representative species (fig. 1*A–C*). 

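In the gene annotation of the transcriptome files deposited for this study, which is on genome build GRCh37, *TRIML2* lies on chromosome 4 from 189012427 to 189026408 and *TRIML1* on the same chromosome from 189060598 to 189068649. The 34.2 kb between them hold no other listed gene. The next listed gene toward the centromere is *ZFP42*, from 188916925 to 188926199, which encodes the zinc finger protein REX1, a marker of pluripotent cells. It is separated from *TRIML2* by 86.2 kb. The next listed gene toward the end of the chromosome is *LOC401164*, which starts 308082 bases beyond *TRIML1* and is listed at an expression of 0 in each library. Expression is given as FPKM, fragments scaled to transcript length and library depth. In untreated cells of the choriocarcinoma lines BeWo and JEG3, *ZFP42* mRNA was the most abundant of the cluster, at 60.2 and 57.8 FPKM in the BeWo libraries and at 79.5 and 76.3 FPKM in the JEG3 libraries. The files give 1 interval per gene, so exons and introns are not told apart in these positions.

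**Figure D1:**
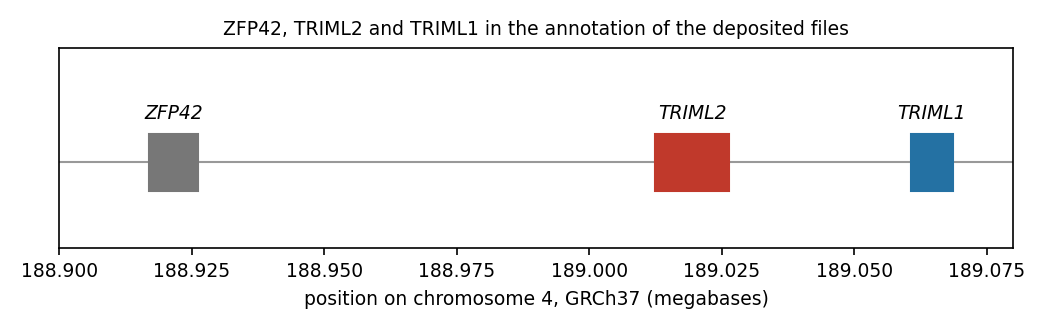
Map of *ZFP42*, *TRIML2* and *TRIML1* on chromosome 4 of GRCh37, drawn to scale from the intervals in the deposited files, with the position in megabases on the x axis. Each box spans a gene from its start to its end, and the gap between *TRIML2* and *TRIML1* is the shorter of the 2 gaps.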

We downloaded protein sequences of TRIML1 and TRIML2 of all eutherians with well-documented placentation interdigitation and invasiveness (56 species, supplementary fig. S1, Supplementary Material online), and verified through BLAST that TRIML1 proteins of any two eutherian species always find each other as the best hit in the opposite genome with e-value 0.0. Similarly, eutherian TRIML2 proteins also meet the Reciprocal Best Hits (RBH) criterion for ortholog detection (Moreno-Hagelsieb and Latimer 2008). This evidence supports the existence of TRIML1 and TRIML2 orthologs in all four extant eutherian superorders, which suggests that both genes evolved before the separation of the four extant eutherian superorders.

**Fig. 1.**
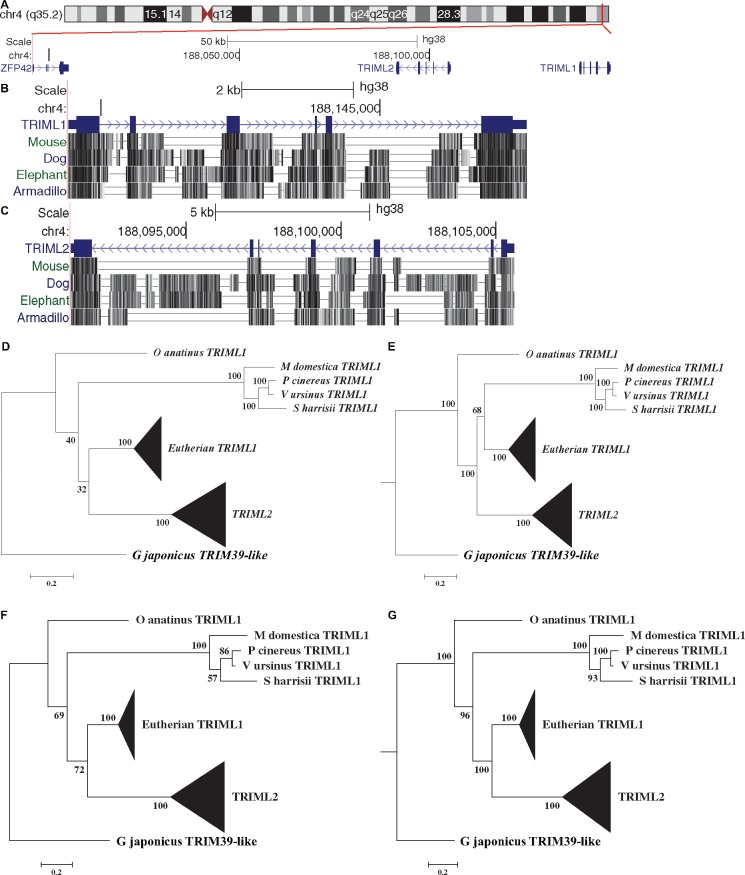
*TRIML2* likely resulted from a gene duplication event in eutherian stem lineage. (*A*) Human *TRIML1* and *TRIML2* are located at the telomeric end of the long arm of chromosome 4. (*B* and *C*) Multiple alignments of *TRIML1* and *TRIML2* loci show both genes exist in all four superorders of eutherian. (*D–G*) Phylogenetic trees generated through maximum likelihood (*D*, mRNA tree; *F*, protein tree) and Bayesian analyses (*E*, mRNA tree; *G*, protein tree), with bootstrap percentages/posterior probabilities.

To help estimate the gene age of *TRIML1* and *TRIML2*, we used human TRIML1 and TRIML2 as queries and performed Blastp searches against nonredundant protein sequence databases of taxa Reptilia, Monotremata, and Marsupialia. In reptilian genomes, no genes are annotated as *TRIML1*, and the most similar genes of both human TRIML1 and TRIML2 are TRIM39-like proteins. However, reptilian TRIM39-like proteins show highest similarity with eutherian TRIM39 in the reciprocal search rather than eutherian TRIML1 or TRIML2, supporting the lack of orthologs of either TRIML1 or TRIML2 in Reptilia.

In monotreme and marsupial genomes, the proteins most similar to human TRIML1 and TRIML2 are both protein products of genes annotated as probable *TRIML1*. However, unlike eutherian genomes, which have exactly one gene annotated as *TRIML1* per species, multiple probable *TRIML1* genes are annotated in each of the four available marsupial genomes and the monotreme platypus genome. This result is possibly due to genome assembly limitations and gene annotation errors intrinsic to draft genome assemblies (Denton et al. 2014) and exacerbated by the similarities between members of the large *TRIM* family that complicate the differentiation between orthologs and paralogs (Tekaia 2016). We have used RNA-seq data to complement gene annotation information, knowing that human *TRIML1* and *TRIML2* show restricted tissue distribution that is biased toward testis and placenta (fig. 2, see next section for detailed verification). As in the platypus genome only one of the annotated *TRIML1* transcripts (*XM_007670587*) appears restricted in expression in ovary and low-level expression in testis (GSE43520, Necsulea et al. 2014; GSE97367, Marin et al. 2017), assuming that the expression pattern of *TRIML1* gene is somewhat conserved, we suggest that this sequence is the ortholog of eutherian *TRIML1*. Of the four marsupial species with genomes curated by NCBI, the gray short-tailed opossum is the best studied. Two probable *TRIML1* gene transcripts (*XM_007491153* and *XM_016422056*) are supported by RNA-seq data with restricted expression in testis and ovary (GSE43520, Necsulea et al. 2014; GSE97367, Marin et al. 2017; GSE106077, Chen et al. 2019) and low-level expression in placenta (GSE45211, Wang et al. 2014; GSE79121, Armstrong et al. 2017). Using the corresponding protein sequences as queries to search against the other three marsupial protein databases, we found high-level homology (bit-score >500, e-value 0.0) to exactly one probable TRIML1 protein per species (*Vombatus ursinus* XP_027712198, *Phascolarctos cinereus* XP_020831575, and *Sarcophilus harrisii* XP_012400891). Interestingly, of all potential marsupial TRIML1 proteins, only these three TRIML1 proteins and the opossum TRIML1 XP_ 007491215 (protein product of *XM_007491153*) meet the Reciprocal Best Hits criterion with each other, supporting the idea that they form a single marsupial ortholog group. As three of the four marsupial genomes have only one copy of this gene, and genome fragmentation during sequencing tends to falsely increase predicted gene numbers (Denton et al. 2014), the two highly similar opossum *TRIML1* genes (82% identical for mRNA and 71% identical for protein) located in tandem are more likely to be genome assembly and annotation artifacts, although it cannot be ruled out that a unique gene duplication event happened in opossum lineage. We constructed phylogenetic trees of *TRIML1* and *TRIML2* based on mRNA and protein sequences, using *Gekko japonicus TRIM39-like*, the reptilian *TRIM* that shows the highest homology to both *TRIML1* and *TRIML2*, as outgroup. Using both *G. japonicus TRIM39-like* and mammalian *TRIM39* sequences as outgroups does not change the topology of the part of the phylogenetic tree concerning the evolutionary relationship of *TRIML1* and *TRIML2*, thus supporting the choice of *TRIM39* as an outgroup (supplementary fig. S2, Supplementary Material online). Using both potential opossum *TRIML1* sequences or only one does not change the overall tree topology regarding eutherian *TRIML1*, marsupial *TRIML1* and *TRIML2* (fig. 1*D–G* and supplementary fig. S3, Supplementary Material online). Maximum likelihood trees based on mRNA (fig. 1D and supplementary fig. S3*A* and *E*, Supplementary Material online) and protein (fig. 1F and supplementary fig. S3*C* and *G*, Supplementary Material online) and Bayesian analyses based on protein (fig. 1G and supplementary fig. S3*D* and *H*, Supplementary Material online) support that *TRIML2* arose from a gene duplication event that occurred in stem eutherian lineage that also gave rise to eutherian *TRIML1.* However in these trees the alternative situation that *TRIML2* arose from a gene duplication event in the eutherian and marsupial common ancestor, followed by loss of *TRIML2* in marsupial lineage, as is supported by Bayesian analyses based on mRNA (fig. 1* * and supplementary fig. S3*B* and *F*, Supplementary Material online), cannot be ruled out with the currently available information. Nevertheless, a comparison of protein structures reveals that monotreme, marsupial, and eutherian TRIML1 all have the RING domain in the N-terminal motif, while TRIML2 lost this critical domain for E3 ligase function (fig. 5*A*). Thus the existence of the RING-less TRIML2 is eutherian-specific either through eutherian-specific genetic innovation or through eutherian-specific gene fixation.

**Fig. 2.**
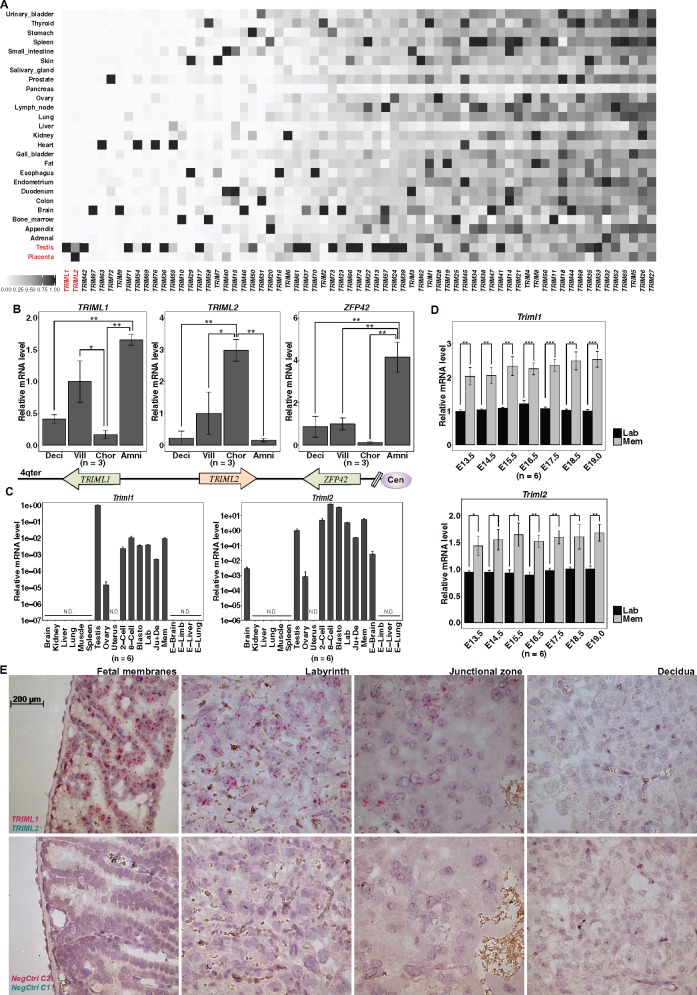
*TRIML1* and *TRIML2* show different restricted expression patterns. (*A*) Heatmap of relative tissue expression levels of human *TRIM* genes, showing restricted expression of *TRIML1* and *TRIML2* (data from the Human Protein Atlas, expression level in each tissue normalized to the highest RPKM for each *TRIM* gene, supplementary fig. S4, Supplementary Material online). (*B*) Preferential expression compartment of *TRIML1*, *TRIML2*, and *ZFP42* in extraembryonic tissues correlates with their transcribing direction. Expression levels normalized to placenta villi. Values are mean ± SEM. One-way ANOVA, Tukey’s HSD, **P < 0.01, *P < 0.05. Deci, placental decidua; Vill, placental villi; Chor, chorion; Amni, amnion; Cen, centromere; 4qter, terminal of chromosome 4 long arm; arrows indicate the transcription direction of each gene. (*C*) *Triml1* and *Triml2* expression in adult and embryo mouse tissue show restricted expression in preimplantation embryo, extraembryonic tissues, testis, and ovary. Expression levels normalized to placental villi. N.D., not detected; 2-Cell, 2-cell stage embryo; 8-Cell, 8-cell stage embryo; Blasto, blastocyst; Lab, E15.5 labyrinth; Ju+De, E15.5 junctional zone, and decidua; Mem, E15.5 fetal membranes; E-Brain, E15.5 embryo brain; E-Limb, E15.5 embryo limb; E-Liver, E15.5 embryo liver; E-Lung, E15.5 embryo lung. (*D*) *Triml1* and *Triml2* show higher expression in fetal membrane than in placental labyrinth. Expression levels normalized to E19.0 labyrinth. Values are mean ± SEM. *t*-Test, ***P < 0.001, **P < 0.01, *P < 0.05. (*E*) RNAScope assay showing *Triml1* and *Triml2* expression in extraembryonic structures, upper row: signal from *Triml1* and *Triml2*-specific probes, lower row: nonspecific signals from negative control probes.

### *TRIML1* and *TRIML2* Expression Domains Are Restricted to Preimplantation Embryo, Trophoblast, Ovary, and Testis

To test the hypothesis that TRIML1 and/or TRIML2 have functions at the maternal-fetal interface, we first assessed their expression pattern using tissue-specific RNA-Seq data from the Human Protein Atlas (Fagerberg et al. 2014). Unlike most TRIM genes, which are broadly expressed (Ozato et al. 2008), most human tissues do not express *TRIML1* or *TRIML2*, except for testis and placenta. (fig. 2*A*). *TRIM42* also exhibits testis-restricted expression, however, it is not expressed in human or mouse placenta (Fagerberg et al. 2014; Yue et al. 2014). It also lacks expression in human choriocarcinoma cell lines such as BeWo (Fagerberg et al. 2014), which does express both *TRIML1* and *TRIML2* (supplementary table S1, Supplementary Material online). Furthermore, *TRIM42* exists in reptile and bird genomes (data not shown), suggesting it is unlikely that its main role in eutherians would be in placenta.

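The transcriptomes behind the statement on *TRIML1* and *TRIML2* came from untreated BeWo and JEG3 cells, established lines grown from human choriocarcinoma, a malignant tumor of trophoblast. Total RNA of near-confluent cultures was made into strand-specific libraries and sequenced as paired-end Illumina reads, with 2 libraries per line, named A and B here. According to the methods and the submitters' processing notes, the authors aligned reads with TopHat 2.1.1 and estimated expression with Cufflinks 2.2.1. The deposited values are FPKM per gene. Each file lists 25240 gene names, of which 10933 and 10962 reached an FPKM of 1 in the JEG3 libraries and 10989 and 11048 in the BeWo libraries. The FPKM of all genes summed to 504594 and 509149 in JEG3 A and B, and to 473521 and 470756 in BeWo A and B. Counts of fragments are not in the files, but the steps between the lowest values give the relative depth. The FPKM that 1 fragment is worth was 1.08 times as large in JEG3 A as in JEG3 B, 0.932 times as large in BeWo A as in BeWo B, and in JEG3 A 1.34 times as large as in BeWo A and 1.24 times as large as in BeWo B, so JEG3 A was the least deeply sequenced. The ratio between JEG3 A and BeWo A is the least certain, since only 8.91% of the genes compared lay within 5% of it. For comparisons between the lines, 1 was added to each FPKM, log2 was taken, and genes with an FPKM of at least 1 in at least 2 of the 4 libraries were tested with limma. JEG3 was grown in DMEM and BeWo in DMEM/F12, so line and medium differ together. The methods state, after the steps of read processing, that the 2 repeats of a line were processed independently; neither they nor the sample labels state that A and B were separate cultures, so p-values measure only the spread between these libraries, which may be technical.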

We verified that *TRIML1* and *TRIML2* are expressed in human extraembryonic tissues at term by qPCR, and discovered that both of them show higher expression in the fetal membranes than in the placental disc, with *TRIML1* more abundant in amnion, a structure derived from the inner cell mass, and *TRIML2* more abundant in chorion, a structure with a large contribution from trophoblast (Luckett 1975; Pijnenborg et al. 1981) (one-way ANOVA, Tukey’s HSD; amnion vs. chorion, *P* < 0.01) (fig. 2*B*).

To gain detailed information on the expression pattern of *Triml1* and *Triml2* in tissues of earlier stages during eutherian pregnancy, we examined their mRNA levels by qPCR in mouse. Both genes are expressed in preimplantation embryos. However, as the embryo develops further, robust expression can no longer be detected in various fetal tissues, but is restricted to the extraembryonic structures. Despite the differences in extraembryonic structure development between mouse and human, mouse fetal membranes also show the highest expression level among extraembryonic structures, followed by the placental labyrinth, while junctional zone together with the decidua show more modest, yet robust expression (fig. 2*C*). RNAscope assays show similar expression patterns in these structures (fig. 2*E*). We tested expression at different time during pregnancy, and fetal membranes always show higher expression for both *Triml1* and *Triml2* than the labyrinth (*t*-test, *Triml1*: *P* < 0.01 for at all time points, *Triml2*: *P* < 0.05 for at all time points) (fig. 2*D*).

Mouse adult tissues confirm restricted expression patterns for both *Triml1* and *Triml2*. Although highest expression of *Triml1* is seen in adult testis, *Triml2* expression in adult tissues is lower than preimplantation embryos, placental labyrinth, and fetal membranes (fig. 2*C*). We investigated expression in the female reproductive systems in virgins and during pregnancy (E15.5); both *Triml1* and *Triml2* expression in ovary are lower than in testis and the expression of either gene was not detected in the nonpregnant uterus, nor in regions of pregnant uterus away from the implantation sites (fig. 2*C*). Thus in both human and mouse, *TRIML1* and *TRIML2* show restricted expression—yet with significant differences, as *TRIML1* shows highest expression in adult testis, while *TRIML2* is preferentially expressed in preimplantation embryos and in trophoblast-derived structures.

### *TRIML1* and *TRIML2* Expression Are Differentially Regulated during Trophoblast Differentiation

The differences between tissue distribution of *TRIML1* and *TRIML2* suggest that they may have acquired different cis-regulatory elements that can facilitate the acquisition of novel functions (Zhang and Zhou 2019). Although *TRIML1* and *TRIML2* reside in the same gene cluster, their head-to-head arrangement allows direction-sensitive cis-regulatory elements to influence their expression differently (Ibrahim et al. 2018; Mikhaylichenko et al. 2018). Indeed, the preferred compartment of expression within human fetal membrane appears to correlate with the direction of gene transcription, as *TRIML2*, which locates on the negative strand, shows highest expression in chorion, while the genes on the positive stand, *TRIML1* and *ZFP42* (the third gene in this gene cluster), show highest expression in amnion (figs. 1*A* and 2*B*), supporting the existence of direction-sensitive cis-regulatory elements. Therefore, we tested the hypothesis that *TRIML1* and *TRIML2* expression are differentially regulated, by examining their expression dynamics during trophoblast differentiation. Forskolin can induce BeWo choriocarcinoma cells to undergo cell fusion in a process similar to placenta syncytiotrophoblast formation (Muroi et al. 2009). Both *TRIML1* and *TRIML2* are expressed in BeWo cells (supplementary fig. S5 and table S1, Supplementary Material online). 

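In BeWo cells *TRIML1* mRNA was at 6.70 and 6.05 FPKM in the libraries A and B, a mean of 6.38 ± 0.460 (SD, n = 2 libraries). *TRIML2* mRNA was at 3.10 and 3.24 FPKM, a mean of 3.17 ± 0.105 (SD, n = 2). *TRIML2* was therefore at 0.499 ± 0.0524 (SD, n = 2) of the level of *TRIML1*, and it was the lower of the 2 genes in both libraries. Both were low to moderate mRNAs of this line: among the 11055 genes with a mean of at least 1 FPKM, whose median was 11.1 FPKM, *TRIML1* stood above 34.0% and *TRIML2* above 18.1%. Of 77 TRIM genes in the files, 35 (45.5%) had at least 1 FPKM in both BeWo libraries. Ordered by mean FPKM, *TRIML1* ranked 17 and *TRIML2* ranked 25. The most abundant was *TRIM28*, the corepressor that silences endogenous retroelements, at 178 ± 43.6 FPKM (SD, n = 2). It was followed by *TRIM27* at 35.7 ± 1.49, *TRIM11*, *TRIM33* and *TRIM71*, a stem cell gene, at 25.6 ± 1.74 FPKM. With no library that lacks these genes, presence was not tested, and detection rests on the threshold of 1 FPKM in both libraries. The paper states, citing these transcriptomes and the qPCR of supplementary fig. S5, that BeWo cells express both genes, and it uses the line to follow them through forskolin-induced cell fusion.

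**Figure D2:**
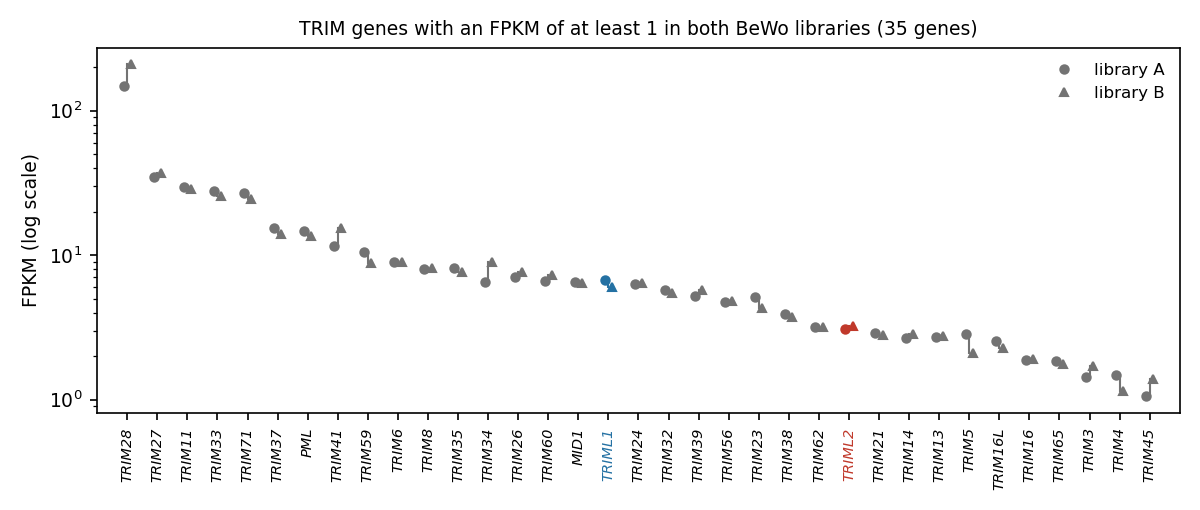
FPKM, on a log axis, of the 35 TRIM genes with at least 1 FPKM in both BeWo libraries, ordered along the x axis by their mean, with a circle for library A and a triangle for library B. *TRIML1* (blue) lies near the middle of the order and *TRIML2* (red) in its lower part.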

The mRNA abundance of both *TRIML1* and *TRIML2* after 6 h of forskolin treatment show significant downregulation compared with the control groups treated only with the solvent DMSO (one-way ANOVA, Tukey’s HSD, DMSO vs. 50 μM forskolin *P* < 0.001, DMSO vs. 100 μM forskolin *P* < 0.001) (fig. 3*A*). After 36 h of forskolin treatment, *TRIML1* is still significantly downregulated in all treated groups. However, no statistically significant differences of *TRIML2* remain between forskolin-treated groups and DMSO control groups, suggesting the regulation of *TRIML2* expression is highly time-sensitive (one-way ANOVA, Tukey’s HSD; *TRIML1*: DMSO vs. 50 μM forskolin *P* < 0.001, DMSO vs. 100 μM forskolin *P* < 0.001; *TRIML2*: *P* = 0.51) (fig. 3*B*).

**Fig. 3.**
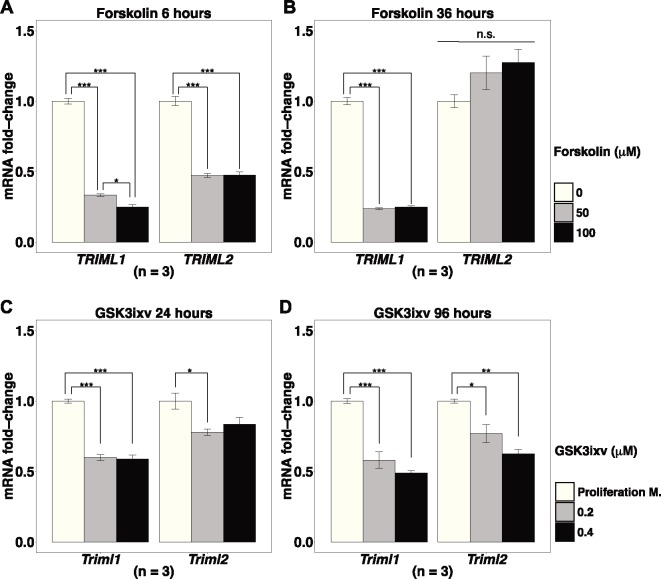
*TRIML1* and *TRIML2* expression during trophoblast differentiation. (*A* and *B*) *TRIML1* and *TRIML2* expression differ during forskolin-induced BeWo cell syncytialization. (*C* and *D*) GSK3ixv-induced mouse TSCs differentiation into syncytiotrophoblast layer II causes downregulation of both *Triml1* and *Triml2*. Expression levels normalized to control groups. Values are mean ± SEM. One-way ANOVA, Tukey’s HSD, ***P < 0.001, **P < 0.01, *P < 0.05. n.s., not statistically significant.

One caveat of using BeWo cells is that the expression pattern changes observed in carcinoma cell lines may reflect the process specific to malignancy rather than normal trophoblast differentiation. Therefore, we verified the results in mouse trophoblast stem cells (TSCs), which can be differentiated to syncytiotrophoblast layer II (SynT-II) in vitro by canonical Wnt pathway activation, using specific GSK3β inhibitor, GSK3ixv (Zhu et al. 2017). GSK3ixv treatment significantly downregulated both *Triml1* and *Triml2* at 24 h compared with TSCs cultured with proliferation media and DMSO solvent (one-way ANOVA, Tukey’s HSD; *Triml1*: proliferation media vs. 0.2 μM GSK3ixv *P* < 0.001, proliferation media vs. 0.4 μM GSK3ixv *P* < 0.001; *Triml2*: proliferation media vs. 0.2 μM GSK3ixv, *P* < 0.05) (fig. 3*C*). This downregulation persisted at 96 h for both *Triml1* and *Triml2* (one-way ANOVA, Tukey’s HSD; *Triml1*: proliferation media vs. 0.2 μM GSK3ixv *P* < 0.001, proliferation media vs. 0.4 μM GSK3ixv *P* < 0.001; *Triml2*: proliferation media vs. 0.2 μM GSK3ixv *P* < 0.05, proliferation media vs. 0.4 μM GSK3ixv *P* < 0.01) (fig. 3*D*). Thus in both human choriocarcinoma BeWo cell line and in mouse TSCs, syncytialization reduces expression of *TRIML1*, which is consistent with the low *TRIML1* expression level observed in term human placenta. Although *TRIML2* did not show sustained downregulation in BeWo, its expression is significantly reduced as mouse TSCs differentiate to SynT-II cells. This difference may reflect the difference between the anatomy of mouse and human interhemal membranes. The mouse interhemal membrane consists of two layers of SynTs, while the human interhemal membrane consists of only one layer of SynTs (Coan et al. 2005). Syncytin b, the fusogenic protein in mouse SynT-II is closely related to syncytin-2 in human cytotrophoblasts, the less differentiated trophoblasts that continuously fuse to syncytiotrophoblasts (Imakawa and Nakagawa 2017). The downregulation of *Triml2* observed in mouse SynT-II may correspond to the transient *TRIML2* downregulation during BeWo cell fusion (fig. 3*A*). Thus, *TRIML1* and *TRIML2* may be regulated differently during trophoblast differentiation, especially toward the final stage of syncytialization.

### *TRIML2* Attenuates Trophoblast Proinflammatory Cytokine Production and Promotes Trophoblast Survival

As *TRIML1* and *TRIML2* may be differentially regulated during trophoblast differentiation, we tested whether their expression responds differently to activation of proinflammatory pathways in trophoblasts. Previous studies have shown that many TRIMs can be induced during antiviral immune responses (Carthagena et al. 2009). Viruses are a driving force involved in both TRIM gene family expansion, as well as the evolution of eutherian placentation (Si et al. 2006; Imakawa and Nakagawa 2017). We used poly(I:C), a synthetic analog of dsRNA, to simulate viral infection associated proinflammatory pathway activation. 

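In JEG3 cells *TRIML2* mRNA was at 10.5 and 12.4 FPKM in the libraries A and B, a mean of 11.5 ± 1.34 (SD, n = 2 libraries), and *TRIML1* mRNA at 4.66 and 3.61 FPKM, a mean of 4.13 ± 0.741 (SD, n = 2). *TRIML2* was thus at 2.86 ± 0.835 (SD, n = 2) times the level of *TRIML1*, an order opposite to that in BeWo cells. *TRIML2* was 3.63 times as high in JEG3 as in BeWo, and *TRIML1* was 0.648 times as high. The qPCR of supplementary fig. S5, read by eye, gave about 1.8 for *TRIML2* and about 1.4, with an error of 0.29, for *TRIML1*. For *TRIML1* the 2 measurements thus point in opposite directions, and the cause was not tested. The log2 difference on the log2(FPKM + 1) scale, JEG3 minus BeWo, was 1.58 for *TRIML2* (standard error 0.12, adjusted p = 0.00011 from limma) and -0.53 for *TRIML1* (standard error 0.14, adjusted p = 0.0176 from limma). Among JEG3 genes with a mean of at least 1 FPKM, *TRIML2* stood above 51.6% and *TRIML1* above 24.3%. In the TRIM family, 37 genes had at least 1 FPKM in both JEG3 libraries, and *TRIML2* ranked 8 and *TRIML1* ranked 26 by mean FPKM. *TRIM6*, a TRIM gene of the restriction factor cluster that also holds *TRIM5* and of which read-through transcripts into *TRIM34* are annotated, was the third most abundant TRIM gene in JEG3 at 22.6 ± 1.29 FPKM (SD, n = 2), against 8.94 ± 0.0609 in BeWo, a log2 difference of 1.24 (standard error 0.10, adjusted p = 0.000139 from limma). For both *TRIML1* and *TRIML2* each JEG3 library lay on the same side of both BeWo libraries, for which a two-sided exact permutation test gives p = 0.333, the smallest that 2 libraries against 2 allow. The *TRIML1* difference did not pass the test when low genes were kept (adjusted p = 0.062 from limma), without JEG3 B (adjusted p = 0.174) or without BeWo A (adjusted p = 0.0799).

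**Figure D3:**
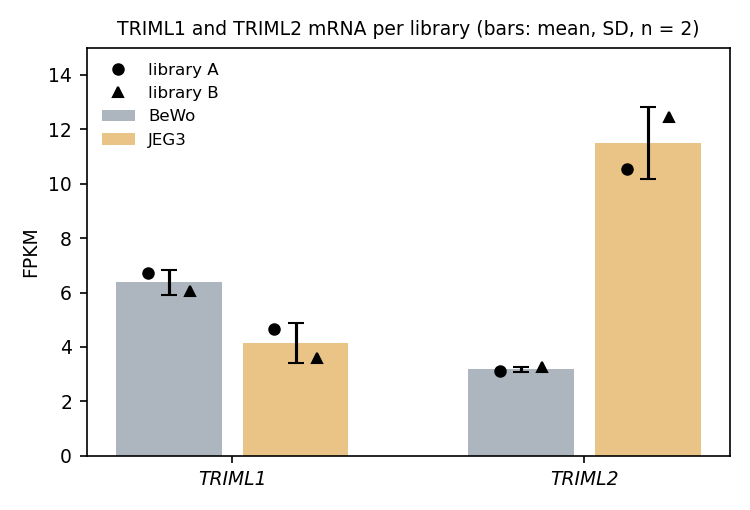
FPKM of *TRIML1* and *TRIML2* in BeWo (gray) and JEG3 (orange). Bars are means of 2 libraries with the SD, circles are the libraries A and triangles the libraries B; both JEG3 libraries lie above both BeWo libraries for *TRIML2* and below them for *TRIML1*.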

Since transfection reagent alone causes downregulation of both *TRIML1* and *TRIML2* in BeWo cells (data not shown), we used JEG3 choriocarcinoma cells, which also express both *TRIML1* and *TRIML2* (supplementary fig. S5 and table S1, Supplementary Material online), to test this hypothesis. Poly(I:C) transfection in JEG3 induced 2-fold upregulation of *TRIML2* at 6 h (*t*-test, *P* < 0.001) and 12-fold upregulation at 24 h (*t*-test, *P* < 0.05), compared with control groups treated only with transfection reagent. *TRIML1* did not show significant response to poly(I:C) treatment (fig. 4*A* and *B*).

**Fig. 4.**
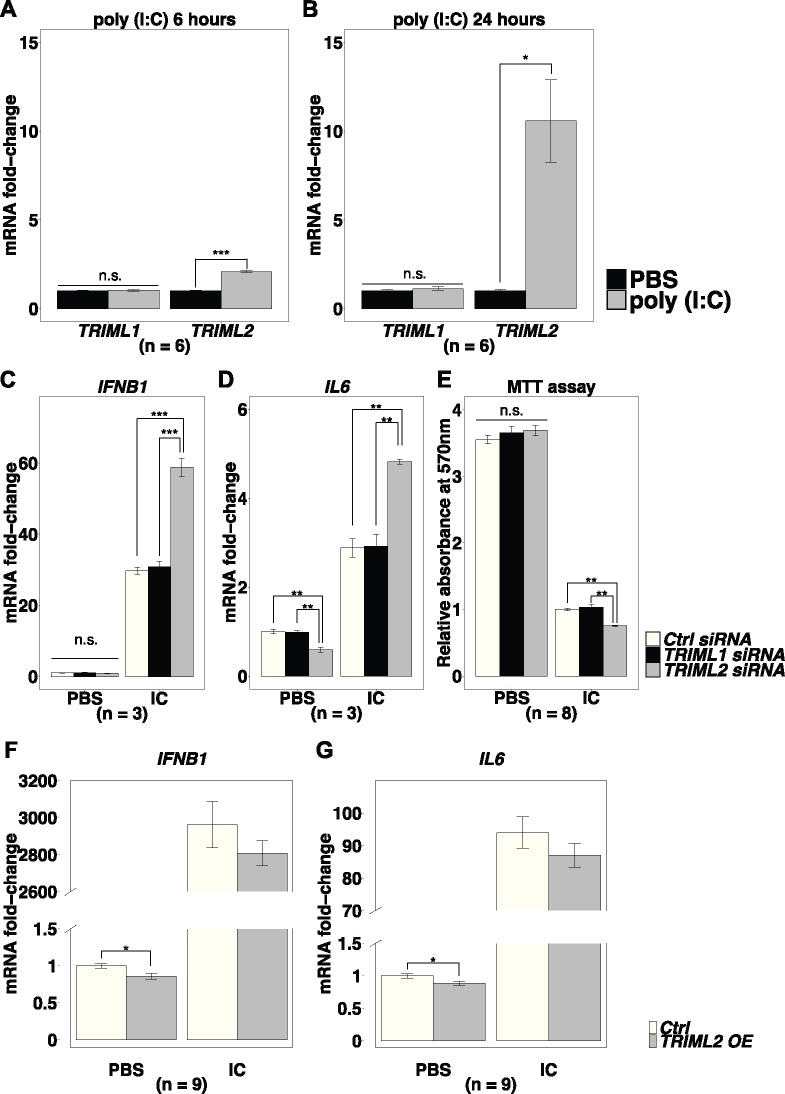
*TRIML2* during trophoblast inflammation. (*A* and *B*) *TRIML2* expression in JEG3 is induced by poly(I:C). (*C–E*) *TRIML2* knockdown during inflammation causes increased expression of proinflammatory cytokines *IFNB1* (*C*) and *IL6* (*D*), and decreased survival of JEG3 cells (*E*). *TRIML2* overexpression reduces *IFNB1* (*F*) and *IL6* (*G*) expression at baseline. Normalized to PBS-treated control groups; IC, poly(I:C), OE, overexpression. Values are mean ± SEM. (*A*, *B*, *F*, and *G*), *t*-test. (*C* and *D*) One-way ANOVA, Tukey’s HSD. Poly(I:C) treatment in (*E*), Kruskal–Wallis test, Bonferroni post hoc correction. ***P < 0.001, **P < 0.01, *P < 0.05. n.s., not statistically significant.

We then tested *TRIML1* and *TRIML2*’s influence on the expression of cytokines. Using gene targeting siRNAs, we achieved 78.4% ± 3.3% (in control groups treated with transfection reagent alone) and 79.4% ± 4.0% (in groups transfected with poly(I:C)) reduction of *TRIML1* mRNA and 82.4% ± 0.4% (in control groups treated with transfection reagent alone) and 69.3% ± 4.0% (in groups transfected with poly(I:C)) reduction of *TRIML2* mRNA, compared with control siRNA-treated groups (*n* = 3, mean ± SD). At baseline, neither *TRIML1* nor *TRIML2* siRNA treatment caused any significant differences in *interferon beta 1* (*IFNB1*) expression compared with control siRNA-treated groups (one-way ANOVA, *P* = 0.373). Upon poly(I:C) treatment however, siRNA knockdown of *TRIML2* caused 2-fold upregulation in *IFNB1* (one-way ANOVA, Tukey’s HSD, *TRIML2* siRNA vs. control siRNA, *P* < 0.001) (fig. 4*C*).

*IL6* is upregulated in preimplantation embryo during the implantation window (Basak et al. 2002). However, elevated serum IL6 is associated with spontaneous abortion in both human and mouse (Zenclussen et al. 2000, 2003). *TRIML2* knockdown significantly decreased baseline *IL6* expression in JEG3 (one-way ANOVA, Tukey’s HSD, *TRIML2* siRNA vs. control siRNA, *P* < 0.01). But upon poly(I:C) treatment, *TRIML2* knockdown resulted in 1.7-fold upregulation of *IL6* (one-way ANOVA, Tukey’s HSD, *TRIML2* siRNA vs. control siRNA, *P* < 0.01) (fig. 4*D*).

Although proinflammatory cytokines produced by trophoblasts may contribute to implantation, excessive inflammation in trophoblasts causes cell death, and is associated with pregnancy loss (Johnson et al. 1993; Aldo et al. 2010). At baseline, no difference in cell survival was observed among *TRIML1*, *TRIML2*, and control siRNA-treated groups (one-way ANOVA, *P* = 0.46). However, upon poly(I:C) transfection, *TRIML2* knockdown significantly reduced JEG3 survival (Kruskal–Wallis test, Bonferroni post hoc correction, *TRIML2* siRNA vs. control siRNA, *P* < 0.01) (fig. 4*E*).

As reduced cell survival with *TRIML2* knockdown is observed, especially during poly(I:C) transfection, it is possible that the increased proinflammatory cytokine level reflected the generally compromised cell function and the breakdown of homeostasis. To test whether *TRIML2* is directly involved in proinflammatory pathway regulation, we transfected JEG3 with a human *TRIML2* expression plasmid and achieved a 3.7 ± 0.2-fold increase of *TRIML2* mRNA at baseline, and 11.3 ± 0.6-fold increase during poly(I:C) transfection compared with control groups transfected with the corresponding vector plasmid (*n* = 9, mean ± SD). Due to the highly efficient vector transfection, *TRIML2* overexpression was achieved with reduced dosage of the transfection reagent, which significantly decreased cell death and improved cell function as reflected by the higher fold increment in the proinflammatory cytokine production upon poly(I:C) stimulation compared with siRNA-treated groups. At baseline, both *IFNB1* and *IL6* were significantly decreased by *TRIML2* overexpression (*t*-test, *P* < 0.05). During poly(I:C) transfection, both *IFNB1* and *IL6* show trends of downregulation in *TRIML2* overexpressed groups, however, the differences are not statistically significant (*t*-test; *IFNB1*: *P* = 0.097; *IL6*: *P* = 0.457) (fig. 4*F* and *G*). *TRIML2* overexpression during poly(I:C) transfection also increased the survival of JEG3 cells by 2.3% (*n* = 9, *t*-test, *P* = 0.039). These results lend further support to the hypothesis that *TRIML2* is specifically regulated, participates in the attenuation of proinflammatory pathway in trophoblast, and promotes trophoblast survival, especially during viral infection.

### PRY/SPRY Domain of TRIML2 Shows Signature of Significant Positive Selection

The function of TRIMs closely correlates to their structure. We searched the conserved domains of TRIML1 and TRIML2 by RPS-BLAST (Marchler-Bauer et al. 2015) and COILS (Lupas et al. 1991), and found that, compared with their monotreme and marsupial homologs, eutherian TRIML1 lack the B-box domain, while TRIML2 lack both the B-box and the RING domains (fig. 5*A*). As TRIML2 lack both the RING and B-box domains that may adopt RING-like folds (as in the case of the RING-less TRIM16; Bell et al. 2012), it is unlikely that TRIML2 participates in the downregulation of proinflammatory pathway by acting as an E3 ubiquitin ligase. Previous studies show that TRIMs can form homo/hetero oligomers through the coiled-coil domain, and this process can dramatically influence their catalytic function (Sanchez et al. 2014). It is possible that TRIML2 interacts with other TRIMs via its coiled-coil domain, and, by influencing the E3 function of other classical TRIMs, indirectly regulates the activity of proinflammatory pathways, such as the interferon pathway. Thus TRIML2 may fine-tune the activity of ubiquitination signaling pathway without preserving its own enzymatic function. We suggest this may relax the selective constraint on *TRIML2*. To test the hypothesis of relaxed constraint, we modeled the d*N*/d*S* ratio (ω) of the homologous regions of eutherian *TRIML1* and *TRIML2* based on the phylogenetic tree generated through TimeTree website (Kumar et al. 2017; supplementary fig. S1, Supplementary Material online). Comparing the fit of one-ratio model (M0), which assigns the same ω to both *TRIML1* and *TRIML2*, with the fit of a two-ratio model (M2), which allows ω parameters to differ between *TRIML1* and *TRIML2*, M2 gives a significantly better fit than M0, with *TRIML2* ω (0.437) significantly higher than that of *TRIML1* (0.168), supporting a relaxed selection constraint on *TRIML2* (table 1).

**Fig. 5.**
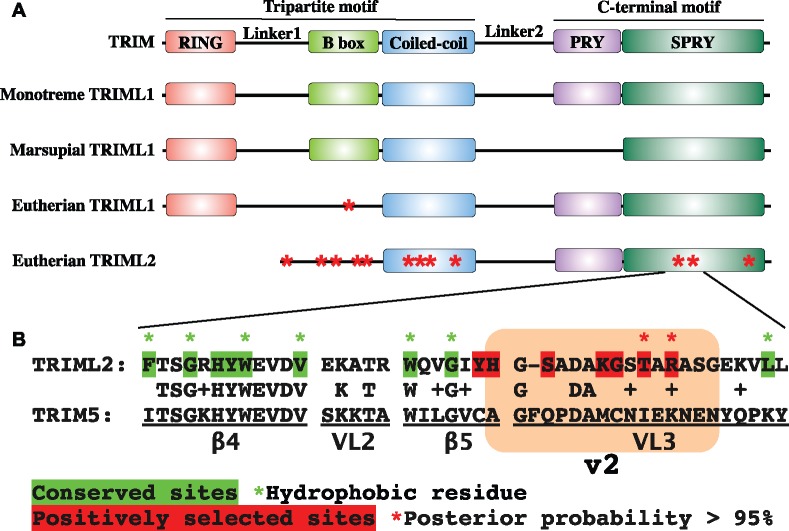
Sites under positive selection in *TRIML1* and *TRIML2*. (*A*) Compared with monotreme and marsupial TRIML1, eutherian TRIML1 lacks the B-box domain, while TRIML2 lacks both the RING and the B-box domains. In TRIML1, the site under significant positive selection resides in B-box homologous region. In TRIML2, sites under significant positive selection concentrate in B-box homologous region, coiled-coil domain and PRY/SPRY domain. (*B*) Alignment of human TRIML2 and TRIM5. Positively selected sites (red) cluster in the specificity-determining v2 region (orange shade) and are flanked by conserved sites (green) that contribute to the hydrophobic core of TRIM’s canonical binding interface.

**Table 1.** ω and Likelihood Ratio Test (LRT) of Eutherian *TRIML1* and *TRIML2*.

Gene Region	Model	Parameters	lnL^a^	*P* Value
Homologous region of *TRIML1* and *TRIML2*	M0	ω = 0.2983	−29,277.6	4.58e-65
	M2	ω*T1* = 0.168 ω*T2* = 0.437	−29,132.5	
Homologous region of *TRIML1*	M1a	*p*1 = 0.8288, ω1 = 0.095 *p*2 = 0.1712, ω2 = 1.000	−17,649.8	1.00
	M2a	*p*1 = 0.8288, ω1 = 0.095 *p*2 = 0.1712, ω2 = 1.000 *p*3 = 0.0000, ω3 = 1.933	−17,649.8	
	M7β	*p* = 0.3580, *q* = 1.6188	−17,483.4	0.008
	M8β&ω	*p*0 = 0.9785, *p* = 0.4073 *q* = 2.2013, (*p*1 = 0.0215) ω = 1.094	−17,478.6	
Homologous region of *TRIML2*	M1a	*p*1 = 0.5441, ω1 = 0.234 *p*2 = 0.4559, ω2 = 1.000	−24,785.1	1.14e-8
	M2a	*p*1 = 0.5254, ω1 = 0.237 *p*2 = 0.4285, ω2 = 1.000 *p*3 = 0.0460, ω3 = 1.956	−24,766.8	
	M7β	*p* = 0.7472, *q* = 0.7273	−24,821.7	9.63e-16
	M8β&ω	*p*0 = 0.8591, *p* = 1.0102 *q* = 1.3469, (*p*1 = 0.1409) ω = 1.438	−24,787.1	
*TRIML1 PRY/SPRY*	M0	ω = 0.083	−5,936.0	
	M2	ωLab = 0.089, ωVil = 0.074	−5,935.3	0.236
	M2	ωHemo = 0.077 ωEndo = 0.080 ωEpi = 0.111	−5,934.2	0.161
*TRIML2 PRY/SPRY*	M0	ω = 0.421	−9,476.6	
	M2	ωLab = 0.451 ωVil = 0.365	−9,474.5	0.039
	M2	ωHemo = 0.439 ωEndo = 0.370 ωEpi = 0.407	−9,475.8	0.419

lnL, log likelihood values; ω*T1*, ω of *TRIML1* branches; ω*T2*, ω of *TRIML2* branches; ωLab, ω of labyrinthine and lamellar branches; ωVil, ω of villous and trabecular branches; ωHemo, ω of hemochorial branches; ωEndo, ω of endotheliochorial branches; ωEpi, ω of epitheliochorial branches.

As genes under relaxed selection constraint have been shown to contribute to evolutionary diversification (Hunt et al. 2011), we hypothesized that some sites of *TRIML2* may show evidence of adaptive evolution. We used two sets of site models (comparison between M1a nearly neutral and M2a positive selection, and comparison between M7β and M8β&ω) to test the hypothesis, and then used Bayes empirical Bayes (BEB) approach implemented in models M2a and M8β&ω to identify sites evolving under positive selection. Both M2a and M8β&ω fit the data for *TRIML2* significantly better than their corresponding neutral selection models (table 1). BEB detected twelve sites with posterior probabilities for ω > 1 greater than 95%. Ten of the twelve sites are located within the region homologous to the monotreme and marsupial TRIMLs’ B-box domain, the hinge region of the coiled-coil domain and the PRY/SPRY domain (fig. 5*A* and supplementary table S2, Supplementary Material online). Interestingly, the only site under significant positive selection in *TRIML1* (122 A in human ortholog) resides within the region that is homologous to the B-box domain of monotreme and marsupial TRIMLs. Two additional sites within the region (114 A and 126 H) also suggest positive selection, although the posterior probabilities of these two sites having ω  > 1 do not reach statistical significance (supplementary table S2, Supplementary Material online). The substitution by alanine at residue 114 altered the last cysteine in the CHC3H2 Zinc finger in the B-box domain, suggesting that the loss of B-box in eutherian TRIMLs is under positive selection.

Another domain in TRIML2 with multiple positively selected sites is the PRY/SPRY domain. Previous studies have resolved the protein structure of the PRY/SPRY domains of several TRIMs including the retrovirus-restricting TRIM5, and identified a canonical binding interface. β-sheets form the conserved hydrophobic core of this canonical binding interface. Variable loops (VLs), which show great variation among TRIMs, connect these conserved β-sheets. Among these VLs, the N-terminal of VL3 forms the variable region 2 (v2) with the last C-terminal residue of β5 immediately in front. V2 is known to contribute to the determination of retrovirus restriction specificity of TRIM5 (James et al. 2007). Alignment of human TRIML2 and TRIM5 revealed that two of the three PRY/SPRY sites under significant positive selection and four additional residues that also show evidence of positive selection all reside within v2, with β4, one of the most conserved regions in eutherian TRIML2, in vicinity (fig. 5*B*). By analogy, these results suggest that the selection in TRIML2 may act on its ability to interact with viruses. As integration of genes and/or regulatory elements originating from retroviruses has made significant contributions to the evolution and diversification of eutherian placentation (Chuong et al. 2013; Imakawa and Nakagawa 2017), by influencing defense against retroviruses, *TRIML2* may participate in the selection of retroviruses that become incorporated into the host genome, and through coevolution with retroviruses, indirectly influence the evolution and diversification of eutherian placentation. We tested the hypothesis that the PRY/SPRY domain is under different selection among species with different placentation traits by comparing the one-ratio model (M0) to the two-ratio/three-ratio models (M2), which allow branches with different placental interdigitation/invasiveness to have different ω parameters (see supplementary fig. S1, Supplementary Material online, for phylogenetic tree generated through TimeTree and the placentation type of the species). For *TRIML1*, no significant improvement was observed with M2 models. But for *TRIML2*, the M2 model that allows two different ω parameters corresponding to different degrees of placental interdigitation is a significantly better fit than M0. It suggests higher ω (0.451) on branches with high degrees of interdigitation (labyrinthine or lamellar) and lower ω (0.365) on branches with low degrees of interdigitation (villous or trabecular) (table 1), supporting that selective pressure on *TRIML2* may vary with placental interdigitation.

## Discussion

The roughly 5,100 extant eutherian mammal species with vastly different life histories testify to the success of Eutherian evolution (O’Leary et al. 2013). The innovation that separates eutherian implantation process and marsupial attachment reaction is the eutherian-specific anti-inflammatory phase that prevents the premature onset of parturition (Chavan et al. 2017; Griffith et al. 2017). Indeed, the characteristic pathways regulating implantation are conserved and modified from ancestral inflammation reactions to embryo attachment, a reaction shared with marsupials (Griffith et al. 2017). On the other hand, eutherian placenta, clearly also critical for this success, is one of the most diverse organs, and probably represents many parallel evolutionary pathways (Garratt et al. 2013).

During past years, significant advances have been made in understanding of the mechanisms that modified the inflammatory pathways on the maternal side (Chaouat 2013; Chavan et al. 2016). On the fetal side, trophoblasts can secrete monocyte attractants and other signal molecules to influence the migration and cytokine production by decidual monocytes, thus participating in the regulation of inflammation at the maternal-fetal interface (Mor 2008). Implantation-related hormonal signals trigger upregulation of proinflammatory cytokines such as IL6 in blastocyst trophoectoderm (Basak et al. 2002) and accordingly, evidence has linked spontaneous abortions to excessive expression of proinflammatory cytokines such as IL6 in placenta (Zenclussen et al. 2003). Similar to maternal tissues, fetal tissues likely evolved anti-inflammatory mechanisms that modify the ancestral pathways activated by attachment and implantation, in order to establish a stable maternal-fetal interface and prolonged pregnancy for eutherian reproduction.

To find genetic novelties that may contribute to the anti-inflammatory mechanisms on the fetal side, we carried out comparative genomic studies and found that *TRIML2*, a noncanonical member of the TRIM family, exists in the genomes of all four extant eutherian superorders, but is absent in marsupial or monotreme genomes. Phylogenetic reconstructions of *TRIML2* and its closest homologs in mammalian genomes, that is, eutherian, marsupial, and monotreme *TRIML1*s, suggest that the most likely scenario is that a duplication event in the eutherian stem lineage gave rise to both *TRIML2* and eutherian *TRIML1* (fig. 1*D*, *F*, and *G*). However, the alternative explanation, that *TRIML2* arose from a gene duplication event in the eutherian and marsupial common ancestor, followed by eutherian-specific gene fixation and marsupial-specific gene loss, cannot be entirely ruled out (fig. 1E). Some degree of caution should be taken with the phylogenetic reconstruction due to the scarcity of marsupial and monotreme genomes and potential genome assembly and/or gene annotation errors associated with draft genomes. However, despite the uncertainty regarding the evolutionary origin of the RING-less TRIML2, its absence in marsupial genomes and ubiquitous preservation in eutherian genomes still indicates that it contributes to the evolutionary divergence of eutherian and marsupial.

Duplicated genes that are preserved in the genome may go through either neofunctionalization or subfunctionalization. A common signature of gaining new functions is the establishment of new expression pattern via recruitment of new cis-regulatory elements (Zhang and Zhou 2019). Although both *TRIML1* and *TRIML2* show highly restricted tissue distribution, they differ in their specific expression compartments. The highest expression of *TRIML1* is in adult testis, followed by preimplantation embryos and extraembryonic tissues derived from inner cell mass, such as amnion. *TRIML2* shows higher expression in fetal than adult tissues, and in extraembryonic tissues it shows higher expression in trophoblast-derived tissues, such as chorion (fig. 2). The divergence in expression compartments of the *TRIML*s parallels the divergence in direction of transcription, as *TRIML1* shows greater similarity to the expression pattern of *ZFP42*, the third member in the gene cluster which transcribes in the same direction as *TRIML1* but opposite to *TRIML2* (fig. 2B). Previous studies have shown that neighboring genes can share cis-regulatory elements such as enhancers (Quintero-Cadena and Sternberg 2016). As *ZFP42* encodes REX-1, an embryonic stem cell (ESC) pluripotency marker (Scotland et al. 2009), it is possible that by sharing direction-sensitive cis-regulatory elements, such as unidirectional/skewed enhancers (Ibrahim et al. 2018; Mikhaylichenko et al. 2018), *TRIML1* establishes preferred expression in structures derived from ESCs, while the acquisition of direction-sensitive trophoblast-specific cis-regulatory elements by *TRIML2* further separated the expression patterns. Indeed, BMP4-induced differentiation of human ESCs to trophoblast significantly upregulates *TRIML2*, while *TRIML1* shows a trend toward downregulation (GSE30915, Marchand et al. 2011). Downregulation of *TRIML1* also accompanies the differentiation of BeWo cells (fig. 3A and *B*), supporting the divergence of *TRIML1* and *TRIML2* expression patterns, which may facilitate the divergence of their functions.

Although *TRIML2* is preferentially expressed by trophoblasts, its expression is constitutively higher in fetal membranes (fig. 2D), where excessive inflammation is especially detrimental to the maintenance of pregnancy (Chavan et al. 2017). *TRIML2* may be transiently downregulated at the early stage of trophoblast differentiation (fig. 3), which may reduce the interference with the generation of proinflammatory cytokines necessary for initial placental development. *TRIML2* expression is induced by activation of proinflammatory pathways in trophoblast (fig. 4A and *B*). These expression patterns fit what would be expected for genes fine-tuned for the regulation of inflammation in trophoblast.

Functionally, losing the catalytic RING domain may facilitate the preservation of *TRIML2* in the genome through subfunctionalization. Losing most of the catalytic function may also enable TRIML2 to function as a dominant inhibitor of the inflammatory pathway, as illustrated by the increased proinflammatory cytokine production and reduced trophoblast survival during its knockdown, and reduced proinflammatory cytokine production and increased cell survival during its overexpression (fig. 4). A recent study has shed light on the potential mechanisms though which *TRIML2* promotes cell survival. *TRIML2* knockdown in human oral squamous carcinoma cells upregulates p27^Kip1^, a cyclin-dependent kinase inhibitor and apoptosis inducer that can be induced by TP53 (Wang et al. 1997; Hayashi et al. 2019). Interestingly, TRIML2 can be induced by TP53 Arg72 variants, but not by Pro72 variants (Kung et al. 2015). Higher risks of recurrent implantation failure and recurrent pregnancy loss are associated with TP53 Pro72 variants when compared with Arg72 variants (Kang and Rosenwaks 2018). It is intriguing to consider whether the lack of efficient induction of TRIML2 by TP53 Pro72 variants may result in abnormally high level of p27^Kip1^, which in turn may cause excessive apoptosis of trophoblasts, thus contributing to the increased risk of adverse pregnancy events. As the establishment and maintenance of pregnancy involve complex interplay between multiple cell types of mother and fetus, animal models with modified *TP53* and/or *TRIML2* genes may provide more information for understanding the mechanisms and differentiating the maternal/fetal contributions to the increased risk.

As similar inflammatory pathways underlie both eutherian implantation and host immunity against infectious pathogens such as viruses (Mor and Cardenas 2010; Griffith et al. 2017), the anti-inflammatory function of TRIML2 that facilitates the accommodation of the embryo at the maternal-fetal interface may also relax the stringency on viral activities at such locations. A recent study shows that *TRIML2* upregulation during Kaposi’s sarcoma-associated herpes virus activation in lymphoma cell line BCBL-1 is associated with both increased virion production and prolonged host cell survival (Gu et al. 2018). Considering the striking similarities between proliferation and invasion behaviors of trophoblast and cancer cells (Ferretti et al. 2006), a certain level of tolerance to viral activities within the placenta, a transient organ, could be beneficial compared with a full-blown immune response that may interrupt the quiescence at the maternal-fetal interface. Indeed, eutherian placenta shows substantial tolerance to retroviruses/endogenous retroviruses (ERVs) (Haig 2012; Chuong 2013). Furthermore, repeated co-option of both protein-coding genes and regulatory elements originating from ERVs play a crucial role in the rapid evolution of eutherian placentation (Haig 2012; Chuong et al. 2013; Imakawa and Nakagawa 2017). Functioning as a negative regulator, the RING-less TRIML2 may contribute to establishing an accommodating environment for retroviruses/ERVs. However, as “selfish parasites,” retroviruses/ERVs can be costly to the host, therefore, host defense mechanisms that participate in the selection of retroviruses/ERVs likely experience adaptive evolution (Haig 2012). Several amino acid residues of TRIML2 show a signature of positive selection, especially in the TRIM-interacting coiled-coil domain and the substrate-binding PRY/SPRY domain (fig. 5A and supplementary table S2, Supplementary Material online). Coiled-coil domain-mediated dimerization can dramatically influence TRIMs’ catalytic function (Sanchez et al. 2014). In some retroviral-restricting TRIMs, such as TRIM5α, subsequent higher-order association can result in the formation of a hexagonal lattice that matches the lattice formed by viral capsid and significantly restrict the activities of the retroviruses (Ganser-Pornillos et al. 2011). Substituting TRIM monomers in such lattices through its coiled-coil domain, TRIML2 could interrupt the orderly structure necessary for the retroviral-restricting function. Changes in TRIML2’s PRY/SPRY domain may change its affinity to the viral capsid thus influencing the selection of retroviruses that can escape the restrictions imposed by other TRIMs.

Previous studies suggest lineage-specific ERV enhancer co-option may be the mechanism underlying the evolution of eutherian placentation diversification (Chuong et al. 2013). Corresponding to different placentation features, we observed different selection pressure of the potential virus-interacting PRY/SPRY domain of TRIML2. Significantly higher ω is associated with placentas with higher levels of interdigitation and vice versa (table 1). Higher-level interdigitation such as in labyrinthine placentation provides larger surface area for exchange between mother and fetus, and therefore can support faster fetal growth. On the other hand, rapid draining of maternal resources can exacerbate the parental-offspring-conflict (Capellini 2012; Garratt et al. 2013). Therefore, we suggest that the higher ω, associated with higher-level placental interdigitation, may reflect the intensified parental-offspring conflict, as the plasticity of *TRIML2*, resulting from relaxed selection, may facilitate the rapid modification of antiviral immune response by adjusting the expression of proinflammatory cytokines at the maternal-fetal interface. Some of these proinflammatory cytokines, such as IFNB1 (Jablonska et al. 2010) and IL6 (Gopinathan et al. 2015), likely participate in the regulation of angiogenesis, arguably resulting in rapid modification of the degree of placental interdigitation. In another prominent placentation trait, placental invasiveness, the highest ω is associated with hemochorial placentation, although the difference does not reach statistical significance (table 1). The high ω in hemochorial placentation may reflect the challenge in maintaining maternal immune tolerance in highly invasive placentas in which fetal tissue are directly exposed to maternal blood stream (Elliot and Crespi 2006).

The plasticity of TRIML2 renders high tolerance to nonsynonymous substitutions. Indeed, the Exome Aggregation Consortium (ExAC) database predicts the index of intolerance to loss of function (LoF) of *TRIML2* to be 0.00 (range 0–1, with 0 most tolerant) (Lek et al. 2016). We suggest that the modifiable nature of *TRIML2*, with tolerance even to loss of function (at least under some conditions), may increase its variation and provide a reservoir for potential coevolution with retroviruses/ERVs that may contribute to the diversification of eutherian placentation. Eutherian placenta is one of the most diverse organs despite its similar and essential core functions across species (Garratt et al. 2013). “Nonessential” immune genes, that is, genes that are only necessary when host is challenged by corresponding pathogens, are amongst the fastest evolving genes, a phenomenon likely driven by the host-parasite coevolution that favors the diversification of these immune genes (Hurst and Smith 1999). We suggest that many nonessential immune genes may participate in the coevolution with retroviruses/ERVs that results in the diversification of eutherian placentation. Through gene duplication, the TRIM family may provide many such modifiable genes, as the TRIM family shows fast expansion in the eutherian lineage and sublineages (Versteeg et al. 2014). We examined the LoF index of human TRIMs that were predicted to originate in Eutherian or sublineages (Capra et al. 2013). Out of 23 TRIMs that have records in ExAC database, the LoF index of 14 is predicted to be 0.00 (Lek et al. 2016; supplementary table S3, Supplementary Material online), including TRIMs such as TRIM5 (Ganser-Pornillos et al. 2011) and TRIM6 (Bharaj et al. 2017), that have been shown to play important roles in antiviral immunity. Through interaction with TRIMs with placentally biased expression, and/or alternative splicing that can result in the RING-less negative regulatory forms (Versteeg et al. 2013), these TRIMs may selectively permit the activity of some retroviruses/ERVs at the maternal-fetal interface, without interfering with the host’s overall antiviral immunity. Thus, the fast-evolving and versatile TRIM family may provide a wealth of evolvability in the regulation of the selective permissive placental environment to retroviruses/ERVs (Chuong 2013) and contribute to the fascinating diversification of eutherian placentation.

### Conclusion

The eutherian-specific gene *TRIML2* functions as a regulatory inhibitor of the proinflammatory cytokine production pathways in trophoblasts. We suggest that this function contributes to the establishment of the anti-inflammatory phase critical for eutherian implantation and prolonged pregnancy, and by influencing antiviral immunity against coevolving retroviruses/ERVs, also contributed to the diversification of placentation.

## Materials and Methods

### Phylogenetic Gene Tree Reconstruction and Inference of Selection

Information on placental interdigitation and invasiveness were obtained from Wildman et al. (2006), Elliot and Crespi (2009), and Garratt et al. (2013). The protein coding DNA sequences for *TRIML1* and *TRIML2* of species with known placental interdigitation and invasiveness were downloaded from NCBI Entrez Nucleotide sequences through Alignment Explorer implemented in MEGA X (Kumar et al. 2018), the integrity of the coding regions were reviewed and partial sequences were removed from analysis. SPRY domain was inferred by RPS-BLAST (Marchler-Bauer et al. 2015). Sequences were aligned using MUSCLE implemented in MEGA X. Conserved blocks from multiple alignments suitable for phylogenetic analysis were selected using Gblocks v0.91b (Castresana 2000). Phylogenetic tree was inferred by maximum likelihood with 1,000 bootstraps implemented in MEGA X and by Bayesian analyses using MrBayes v3.1.2 (Ronquist and Huelsenbeck 2003). The CodeML package implemented in PAML 4.4 was used to estimate ω (Yang 2007). All phylogenetic trees used for PAML analyses were generated through TimeTree website (Kumar et al. 2017). All selection models were compared with the neutral models using a likelihood ratio test (LRT) and null hypothesis was rejected when *P* < 0.05.

### Relative Tissue Expression Level of Human TRIM Genes

Tissue-specific RNA-Seq data for human TRIM genes was downloaded from the Human Protein Atlas, accessed through the gene portal of NCBI (last accessed October 19, 2017). For each TRIM gene, the expression level in each tissue was expressed as fraction of the amount in the tissue with highest expression level.

### Human Placenta and Fetal Membrane Samples

Three human placentas at term with attached fetal membranes were collected with IRB approval (IRB protocol: CCHMC IRB 2013–2243). Samples were washed with PBS prior to collecting three tissue samples from the villous side and three tissue samples from the decidual side of each placenta. Fetal membranes were manually separated into chorion and amnion, and six samples were collected from each part.

### Cell Lines

The mouse trophoblast stem cell line was provided by Dr S.K. Dey (Xie et al. 2012) and was cultured in DMEM/F12 medium supplemented with Activin A (R&D Systems 338-AC) (100 μg/ml), heparin (1 μg/ml), FGF4 (R&D Systems 235-F4) (25 ng/ml), 20% FBS, 2-Mercaptoethanol (100 μM), sodium pyruvate (1 mM), glutaMAX (2 mM), penicillin (100 U/ml), and streptomycin (100 μg/ml). BeWo choriocarcinoma cell line was obtained from ATCC (ATCC CCL-98) and cultured in DMEM/F12 medium supplemented with 10% FBS, glutaMAX (2 mM), penicillin (100 U/ml), and streptomycin (100 μg/ml). JEG3 choriocarcinoma cell line was obtained from ATCC (ATCC HTB-36) and cultured in DMEM medium supplemented with 10% FBS, glutaMAX (2 mM), penicillin (100 U/ml), and streptomycin (100 μg/ml). All cell lines were cultured at 37 °C and 5% CO_2_.

### Mouse TSCs Differentiation

About 1 × 10^4^ mouse TSCs were seeded per well of 6-well plate. About 24 h after seeding, medium without Activin A, heparin, and FGF4, and with 0.2 μM or 0.4 μM GSK3ixv (Millipore 361558) was added. Proliferation medium described above with the same volume of solvent DMSO was used as control. Medium was exchanged every 24 h. Total RNA was collected after 24 or 96 h.

### BeWo Cell Differentiation

About 2 × 10^5^ BeWo cells were seeded per well of 6-well plate. About 48 h after seeding, culture medium was changed, and 50 μM, or 100 μM forskolin (Sigma F3917), or the same volume of solvent DMSO were added. Medium was exchanged every 24 h. Total RNA was collected after 6 or 36 h.

### Poly(I:C) Transfection

About 1 × 10^5^ JEG3 cells were seeded per well of 6-well plate. About 48 h after seeding, culture medium was changed, and high molecular weight poly(I:C) (InvivoGen tlrl-pic) was transfected at a concentration of 2 μg/ml with 4 μl/ml Lipofectamine 3000 (Invitrogen) (Palchetti et al. 2015). PBS with 4 μl/ml Lipofectamine 3000 was added to control wells. Total RNA was collected after 6 or 24 h.

### RNA Interference with Poly(I:C) Transfection

About 2 × 10^5^ JEG3 cells were seeded per well of 6-well plate. About 48 h after seeding, culture medium was changed, and siRNA for *TRIML1* (Invitrogen Silencer Select s50635), *TRIML2* (Invitrogen Silencer Select s47568), or control siRNA (Invitrogen Silencer Select Negative Control No. 2) were transfected at 100 pmol/well with 4 μl/ml Lipofectamine 3000. About 18 h after siRNA transfection, high molecular weight poly(I:C) was transfected at a concentration of 2 μg/ml with 4 μl/ml Lipofectamine 3000. PBS with 4 μl/ml Lipofectamine 3000 was added to control wells. Total RNA was collected 6 h after poly(I:C) treatment. [3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide] (MTT) assay was carried out 12 h after poly(I:C) treatment.

### *TRIML2* Overexpression with Poly(I:C) Transfection

About 1 × 10^5^ JEG3 cells were seeded per well of 6-well plate. About 24 h after seeding, culture medium was changed, and human *TRIML2* expression plasmid (OriGene RC211281L1) or vector plasmid (OriGene PS100064) were transfected at 15 ng/well with 1.5 μl/ml Lipofectamine 3000. About 24 h after expression plasmid transfection, high molecular weight poly(I:C) was transfected at a concentration of 2 μg/ml with 4 μl/ml Lipofectamine 3000. PBS with 4 μl/ml Lipofectamine 3000 was added to control wells. Total RNA was collected 6 h after poly(I:C) treatment. MTT assay was carried out 12 h after poly(I:C) treatment.

### MTT Assay

JEG3 cells were treated as described earlier. Subsequently, cells were washed three times with 500 μl PBS/well. About 800 μl/well MTT solution at 0.5 mg/ml was added to each well, and incubated at 37 °C for 3 h. About 500 μl/well of DMSO was added and plate was wrapped in foil and shaken on an orbital shaker for 15 min. About 200 μl of the resulting solution from each well was transferred from 6-well plates to a well in 96-well plates and the absorbance was measured at 570 nm wavelength.

### BeWo and JEG3 Transcriptomes

BeWo and JEG3 cells were grown under above specified conditions until 90% confluent. Cells were harvested by scraping and the total RNA was extracted from cells using the RNeasy Mini kit (Qiagen) followed by on-column DNase I treatment. RNA quality was tested using Bioanalyzer 2100 (Agilent). Samples with RIN > 9.5 were sequenced using the Illumina HiSeq 2500, to a minimum of 30 million 50 bp paired-end reads per sample. Reads were aligned with TopHat 2.1.1 to the human Ensembl cDNA build, and subsequently counted and normalized using Cufflinks 2.2.1. Two repeats of each of the two cell lines were processed independently and the expression values averaged over transcriptomes. 

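The repeats of a line resembled each other more than they resembled the other line. Across the 11484 genes with at least 1 FPKM in 2 or more libraries, Pearson's r of log2(FPKM + 1) was 0.990 between JEG3 A and B and 0.985 between BeWo A and B. Between a JEG3 and a BeWo library it was 0.893 to 0.901. These values are across genes, which are not independent replicates. The median absolute difference of log2(FPKM + 1) between repeats was 0.11 in JEG3 and 0.16 in BeWo for genes from 1 to 5 FPKM. That range holds *TRIML2* in BeWo and *TRIML1* in JEG3. For genes from 5 to 50 FPKM, the range of *TRIML1* in BeWo and *TRIML2* in JEG3, the median was 0.09 in JEG3 and 0.14 in BeWo. Adding 1 shrinks such differences most for low genes. In FPKM without log, the SD was 7.21% of the mean for *TRIML1* in BeWo and 17.9% in JEG3. For *TRIML2* it was 3.30% in BeWo and 11.6% in JEG3. These percentages are not on the scale of the medians above. The paper's reported values for the single repeats, in supplementary table S1, equal the deposited FPKM for 8 of 8 entries after rounding to 3 decimals.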

The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE131753 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE131753).

### Animals

All studies on mice were approved by the Cincinnati Children’s Medical Center Animal Care and Use Committee (CCHMC IACUC 2017-0051) and comply with the National Institutes of Health guidelines. All studies were carried out on FVB/N background mice. Mice were housed in plastic cages with ad libitum diet and 10-h dark/14-h light cycle.

### Mouse Tissue Collection

Female FVB/N mice aged 8–10 weeks were mated with male FVB/N mice from 8 PM until 8 AM, and subsequently separated. Female mice were checked for vaginal plug (E 0.5). For each time point, tissues from three dams were collected. From E13.5 to E18.5, tissues were collected at 8 AM; for E19.0, tissues were collected at 8 PM. Fetal membranes and placenta were collected from two fetuses of each dam. The placenta was then manually separated into the labyrinth part and the junctional zone and decidual part. On E15.5, uterus and ovary were collected for each dam; fetal brain, limb, liver, and lung tissues were collected from two fetuses of each dam. Uterus and ovary tissue were also collected from three virgin female mice. Testis was collected from six males. Other adult tissues, including brain, kidney, liver, lung, muscle, and spleen were each collected from six mice (three males and three females).

For mouse preimplantation embryo collection, 3-week-old female FVB/N mice were treated with pregnant mare serum gonadotropin (Prospec PMSG) 5 IU/mouse through peritoneal injection at 12 PM. About 47 h after PMSG injection (11 AM), mice were treated with hCG (Millipore 230734) 5 IU/mouse through peritoneal injection, then mated with male FVB/N mice. Female mice were separated from male at 8 AM next morning, and vagina plug was check at that time. About 42–44 h, 68–70 h, and 98–100 h after hCG injection, 2-cell stage embryos, 8-cell stage embryos, and blastocyst were collected, respectively. Embryos from the same female were combined for total RNA collection.

### Total RNA Isolation and Quantitative PCR

Total RNA from ovary and preimplantation embryos was isolated using RNeasy plus micro kit (Qiagen). Total RNA from all other tissues and cells was isolated using EZ tissue/cell total RNA miniprep kit (EZ BioResearch). RNA was reverse transcribed to cDNA using the QuantiTect Reverse Transcriptase Kit (Qiagen). Quantitative PCR (qPCR) for human term placenta and fetal membrane samples and BeWo cell differentiation was performed using EXPRESS SYBR GreenER (ThermoFisher Scientific). All other qPCRs were performed using TaqMan Fast Advanced Master Mix and predesigned TaqMan gene expression assay (ThermoFisher Scientific). All qPCR reactions were run on Applied Biosystems StepOnePlus Real-Time PCR instrument. Species-specific *GPDH* is used as endogenous control.

### RNAscope In Situ Assay of Mouse Implantation Site

On E15.5 implantation site samples (placentas with attached fetal membranes and uterus wall) were collected as described earlier. Samples were fixed in 10% neutral buffered formalin for 24 h at room temperature, washed with PBS, dehydrated in standard ethanol series followed by embedding in paraffin. Paraffin blocks were cut into 5 μm sections using a microtome. RNAscope assay was carried out using RNAscope 2.5 HD Duplex kit (Cat No. 322430). Probe-Mm-Triml1-E4-E6-C2 (Cat No. 478441-C2) and Probe-Mm-Triml2-E5-E7 (Cat No. 473731) were used to detect the target genes. 2-plex Negative Control Probe (Cat. No. 320751) was used to evaluate nonspecific signals.

### Statistical Analysis

All statistical analysis was performed in RStudio version 1.1.383. Specific statistical tests are described earlier. 

## Supplementary Material

msz238_Supplementary_Data

# Supplementary material for: Eutherian-Specific Gene TRIML2 Attenuates Inflammation in the Evolution of Placentation
**Source:** Mol Biol Evol. 2019 Oct 9;37(2):507–23. doi: 10.1093/molbev/msz238
**Supplement:** msz238_Supplementary_Data

Supplementary Materials

Table S1 RNAseq results of *TRIML1* and *TRIML2* expression in BeWo and JEG3

Cell line	<i>TRIML1</i> /FPKM	<i>TRIML2</i> /FPKM
BeWo #1	6.054	3.244
BeWo #2	6.704	3.096
JEG3 #1	3.609	12.437
JEG3 #2	4.658	10.549

Table S2 Positively selected sites in eutherian *TRIML1* and *TRIML2*

TRIML	AA# ^a	AA	ω	SD ^b	PP ^c	Domain
TRIML1	94	S	1.171	0.368	0.543	Linker1
	114	A	1.385	0.264	0.835	B-box homologous region
	**122**	**A** **	**1.494**	**0.063**	**0.990**	
	126	H	1.155	0.384	0.539	
	235	S	1.283	0.335	0.695	Coiled-coils coil B
	240	A	1.161	0.383	0.548	Linker2
	241	F	1.409	0.240	0.870	
TRIML2	6	S	1.407	0.227	0.852	N-terminal
	7	P	1.454	0.166	0.926	
	8	Q	1.165	0.352	0.509	
	9	L	1.375	0.267	0.814	
	10	Q	1.393	0.243	0.833	
	11	H	1.460	0.154	0.936	
	**12**	**N** *	**1.493**	**0.064**	**0.988**	
	13	I	1.373	0.259	0.803	
	**18**	**Y** *	**1.492**	**0.068**	**0.987**	B-box homologous region
	21	T	1.169	0.349	0.513	
	**26**	**T** **	**1.498**	**0.037**	**0.996**	
	35	I	1.418	0.214	0.870	
	42	F	1.449	0.173	0.918	
	44	S	1.205	0.350	0.572	
	45	Q	1.287	0.316	0.680	
	49	H	1.305	0.306	0.702	
	**51**	**M** *	**1.494**	**0.061**	**0.989**	
	**53**	**C** *	**1.494**	**0.062**	**0.989**	
	56	Q	1.175	0.356	0.531	Coiled-coils coil A
	61	N	1.220	0.336	0.579	
	125	Q	1.155	0.363	0.508	Coiled-coils hinge
	128	Q	1.186	0.352	0.543	
	**130**	**C** *	**1.479**	**0.114**	**0.965**	
	**131**	**I** **	**1.499**	**0.017**	**0.999**	
	134	L	1.433	0.200	0.895	
	140	L	1.376	0.257	0.807	

141	L	1.436	0.194	0.899	
146	K	1.297	0.305	0.686	
**164**	**R** **	**1.499**	**0.020**	**0.999**	
171	E	1.388	0.245	0.823	**Coiled-coils coil B**
178	A	1.328	0.294	0.737	
**189**	**K** *	**1.477**	**0.116**	**0.963**	
191	I	1.184	0.347	0.535	
192	V	1.326	0.294	0.734	
201	G	1.402	0.235	0.849	**Linker2**
203	L	1.419	0.217	0.876	
208	C	1.150	0.425	0.572	
231	S	1.206	0.403	0.632	
236	Y	1.456	0.161	0.930	
237	S	1.433	0.199	0.896	
246	L	1.231	0.347	0.612	
248	H	1.233	0.340	0.606	
253	H	1.463	0.150	0.940	
267	S	1.254	0.327	0.629	
270	R	1.199	0.344	0.553	
301	G	1.296	0.312	0.692	**PRY**
346	Y	1.458	0.159	0.933	**SPRY**
347	H	1.164	0.356	0.513	
349	S	1.463	0.149	0.942	
353	K	1.370	0.264	0.800	
354	G	1.466	0.143	0.945	
**356**	**T** *	**1.482**	**0.103**	**0.971**	
**358**	**R** *	**1.489**	**0.082**	**0.981**	
375	W	1.430	0.202	0.891	
414	M	1.424	0.208	0.879	
**422**	**H** *	**1.484**	**0.097**	**0.974**	

- a. AA#: Amino acid residue numbers refer to human TRIML1/TRIML2.
- b. SD: standard deviation of ω .
- c. PP: posterior probability of $\omega > 1$. *: PP > 95%, **: PP > 99%.

Table S3 ExAC index of intolerance to loss of function (LoF)

**Origen**	**TRIM**	**LoF**
**Eutheria**	**TRIM22**	**0.00**
	TRIM28	1.00
	**TRIM38**	**0.00**
	TRIM43	0.48
	TRIM43B	NA
	TRIM49	0.65
	**TRIM49B**	**0.00**
	**TRIM50**	**0.00**
	TRIM56	0.08
	**TRIM6**	**0.00**
	**TRIM68**	**0.00**
	TRIM73	NA
	TRIM74	0.78
	**TRIML2**	**0.00**
**Euarchontoglires**	**TRIM17**	**0.00**
	TRIM21	0.09
	**TRIM5**	**0.00**
**Catarrhini**	**TRIM4**	**0.00**
	**TRIM51**	**0.00**
	**TRIM52**	**0.00**
	**TRIM60**	**0.00**
	TRIM61	0.67
	TRIM64	NA
	TRIM64B	NA
	TRIM64C	0.01
**Homininae**	**TRIM48**	**0.00**
	TRIM77	NA
**Homo sapiens**	TRIM49C	0.16

Table S4 Primers for qPCR

Species	Gene	Forward primer	Reverse primer
Human	<i>GPDH</i>	AATCCCATCACCATCTTCCA	TGGACTCCACGACGTACTCA
	<i>TRIML1</i>	TCACGGGAATGAAGGAGATGC	GATCCTCCGACAACACGAGA
	<i>TRIML2</i>	TGCCACATAAGAGGACTCAGC	CTGCTGCCCCATGTCTCAATC
	<i>ZFP42</i>	TGGAGCCTGTGTGAACAGAAC	ACCTCCAGGCAGTAGTGATCT

Table S5 TaqMan gene expression assays for qPCR

Species	Gene	TaqMan Gene Expression Assay ID
Human	<i>GPDH</i>	Human <i>GAPD</i> (<i>GAPDH</i>) Endogenous Control<br>(VIC™/TAMRA™ probe, primer limited)
	<i>TRIML1</i>	Hs00385739_m1
	<i>TRIML2</i>	Hs00543074_m1
	<i>INFB1</i>	Hs01077958_s1
	<i>IL6</i>	Hs00174131_m1
Mouse	<i>Gpdh</i>	Mouse <i>GAPD</i> (<i>GAPDH</i>) Endogenous Control<br>(VIC™/MGB probe, primer limited)
	<i>Triml1</i>	Mm00625004_m1
	<i>Triml2</i>	Mm03990484_m1

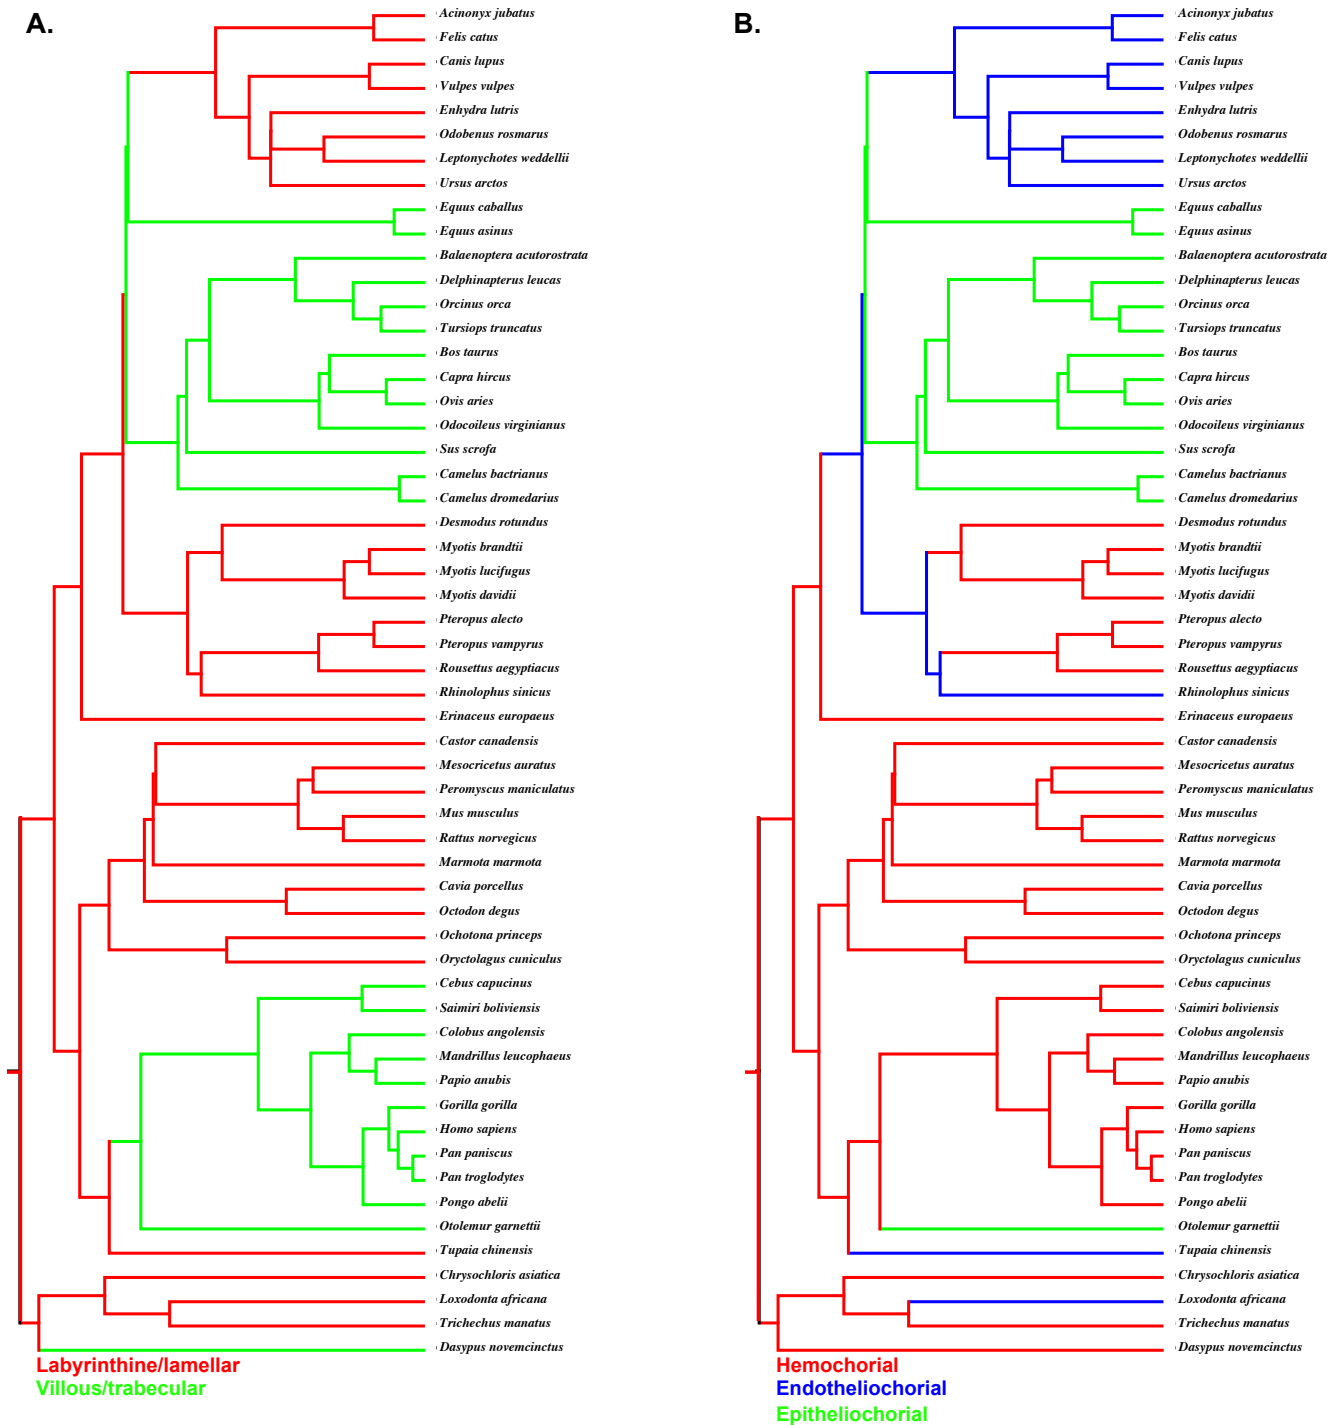

Fig S1 Placental interdigitation (A) and invasiveness (B) of species with complete *TRIML1* and *TRIML2* sequences. Phylogenetic trees were generated using Timetree.org. Data of placental traits of species listed stem from Elliot and Crespi 2009, and Garratt et al. 2013. Data of placental traits of internal nodes stem from Wildman et al. 2006, and Elliot and Crespi 2009.

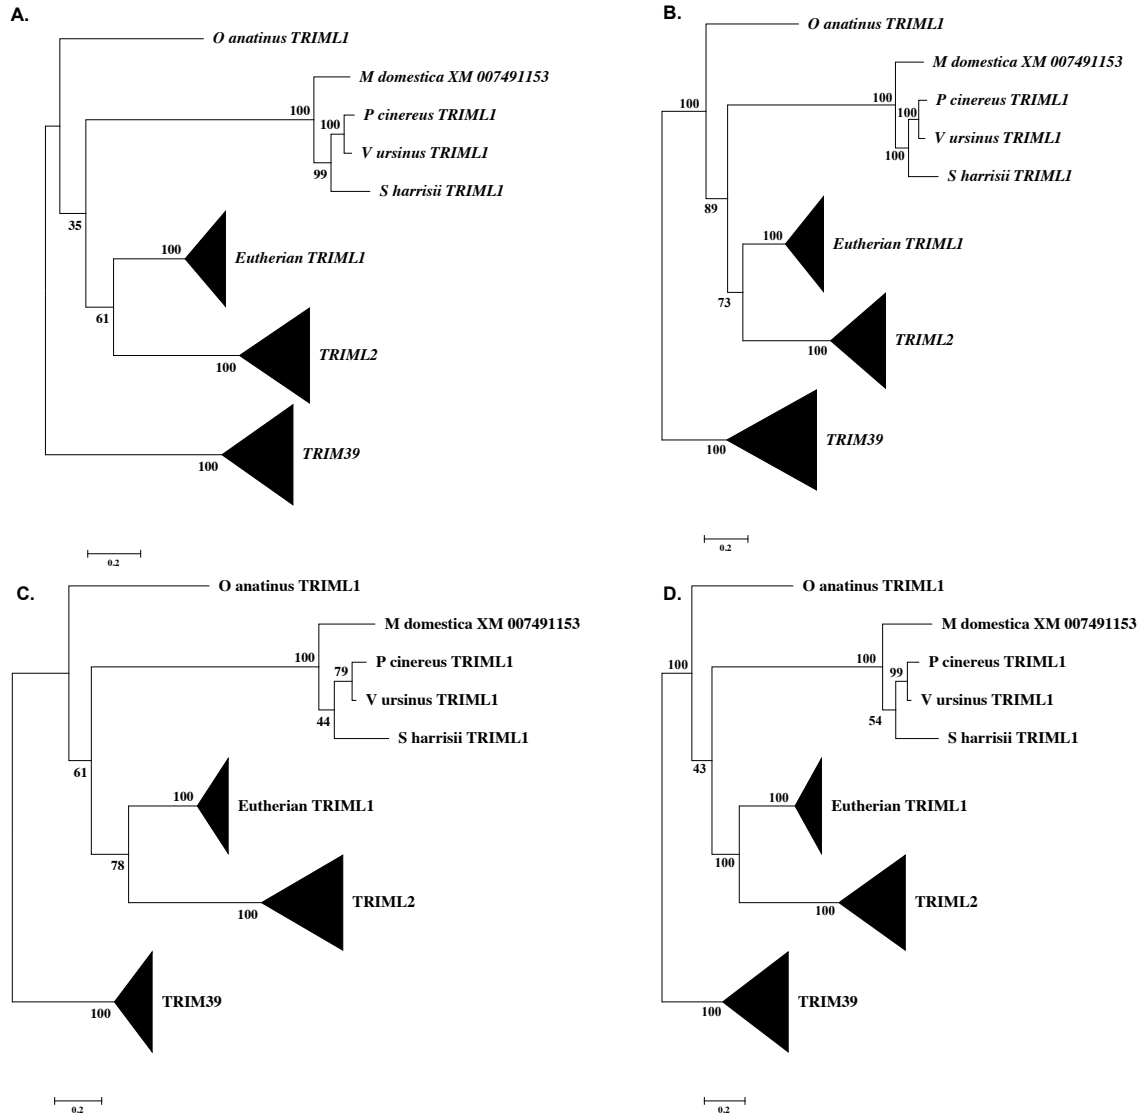

Fig S2. Phylogenetic reconstruction of *TRIM1* and *TRIM2* with *G. japonicus TRIM39*-like and mammalian *TRIM39* sequences as outgroups. Phylogenetic trees generated through maximum likelihood (A, mRNA tree; C, protein tree) and Bayesian analyses (B, mRNA tree; D, protein tree), with bootstrap percentages / posterior probabilities.

A.

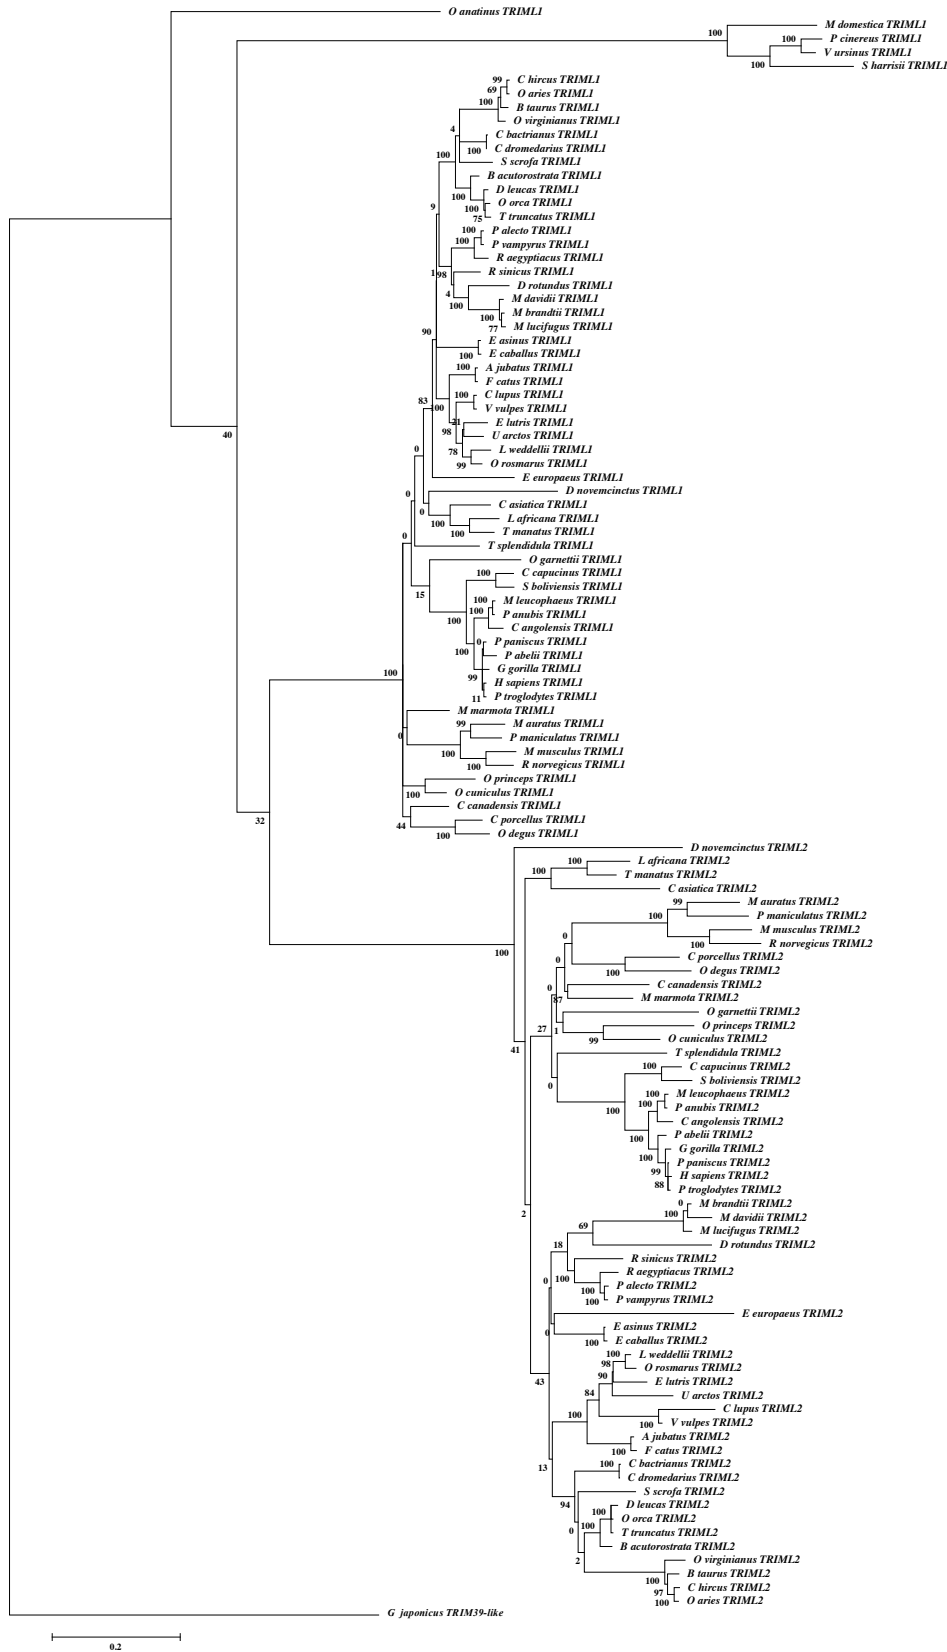

B.

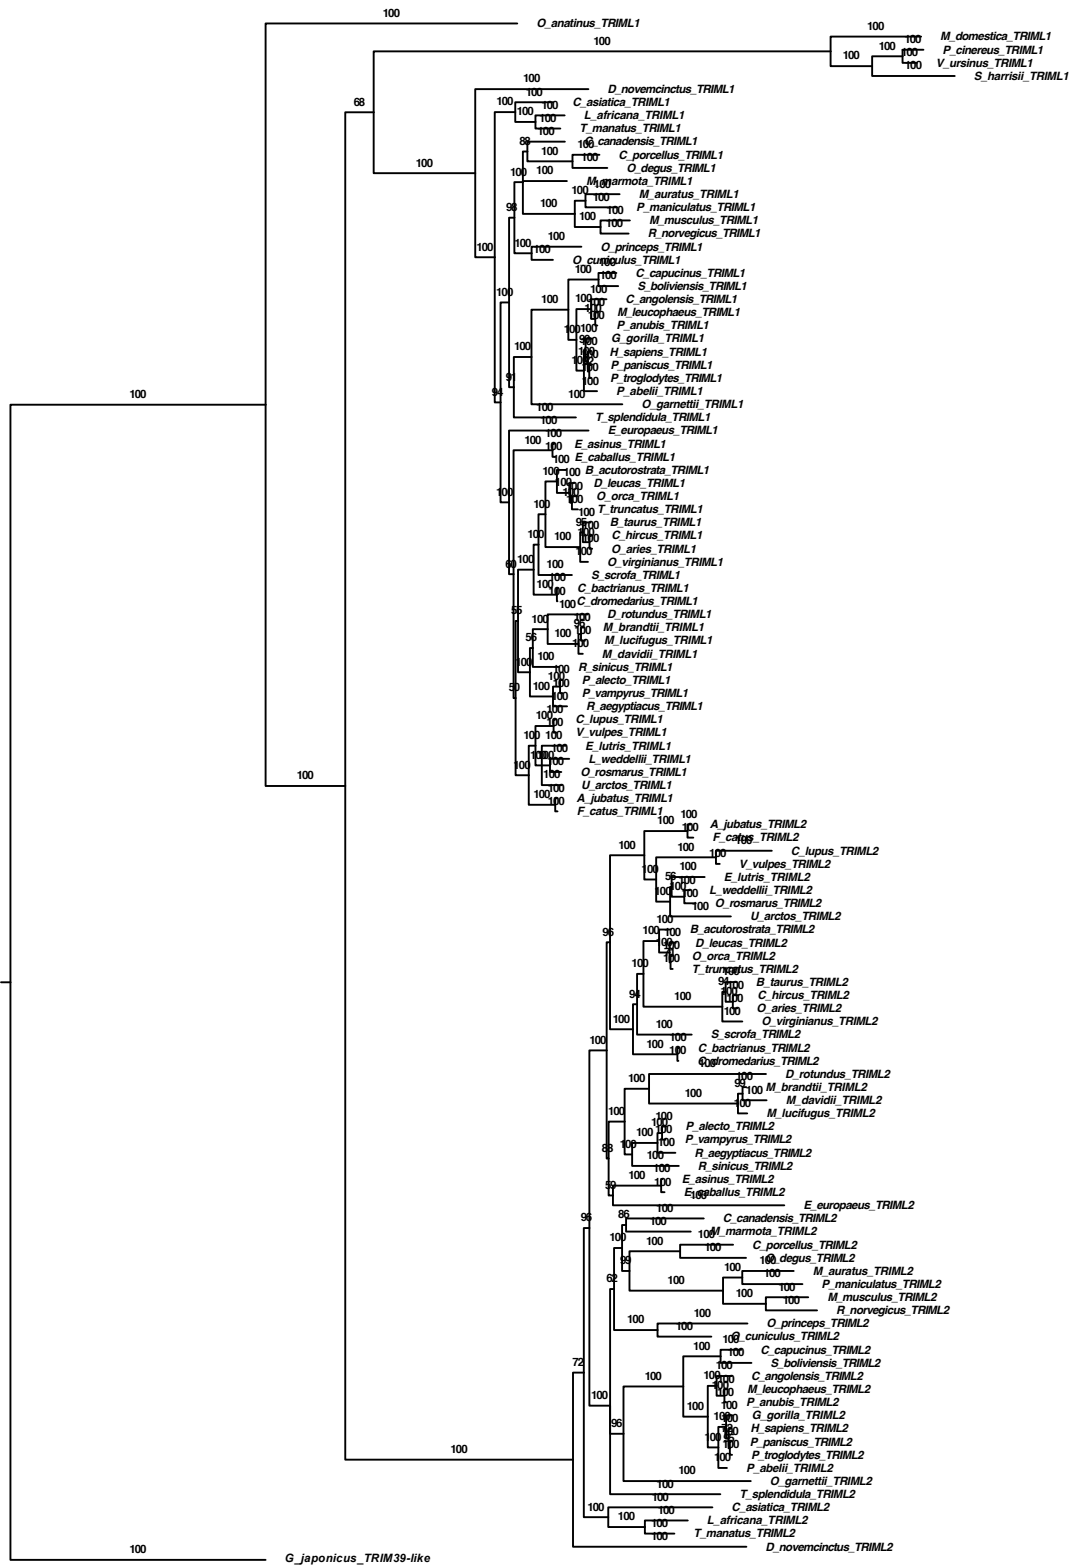

0.2

C.

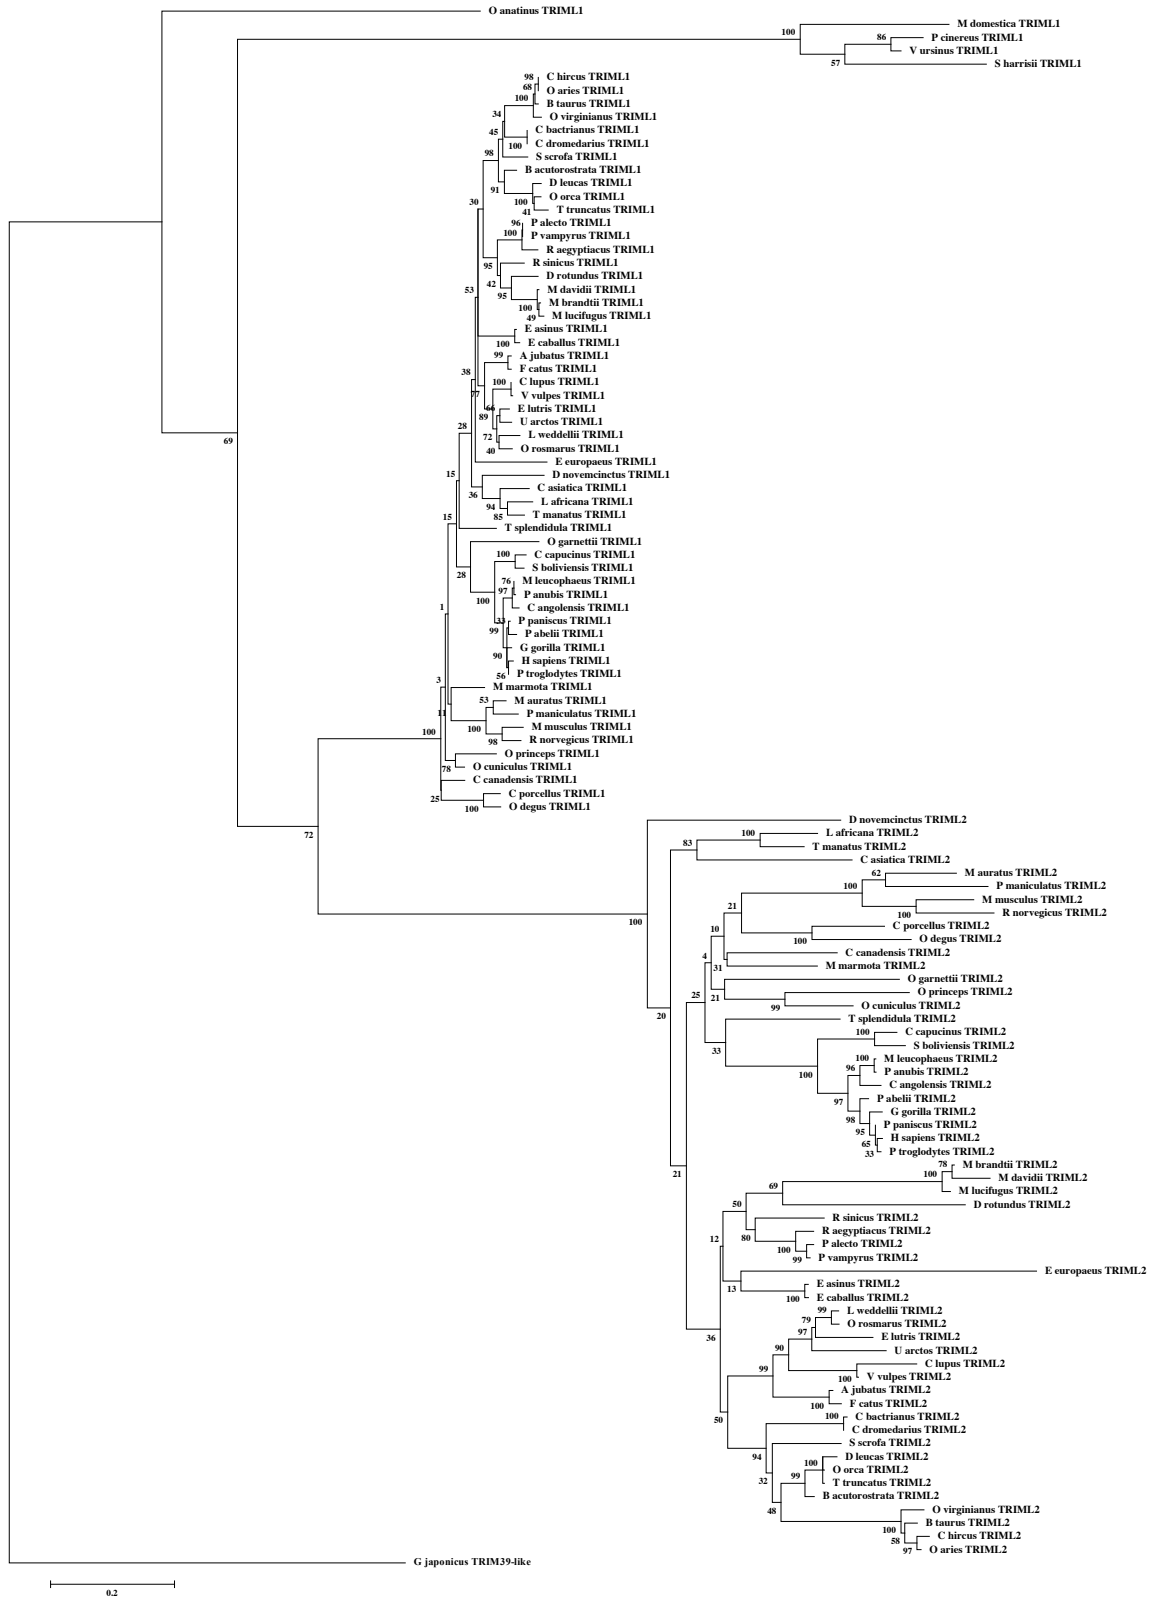

D.

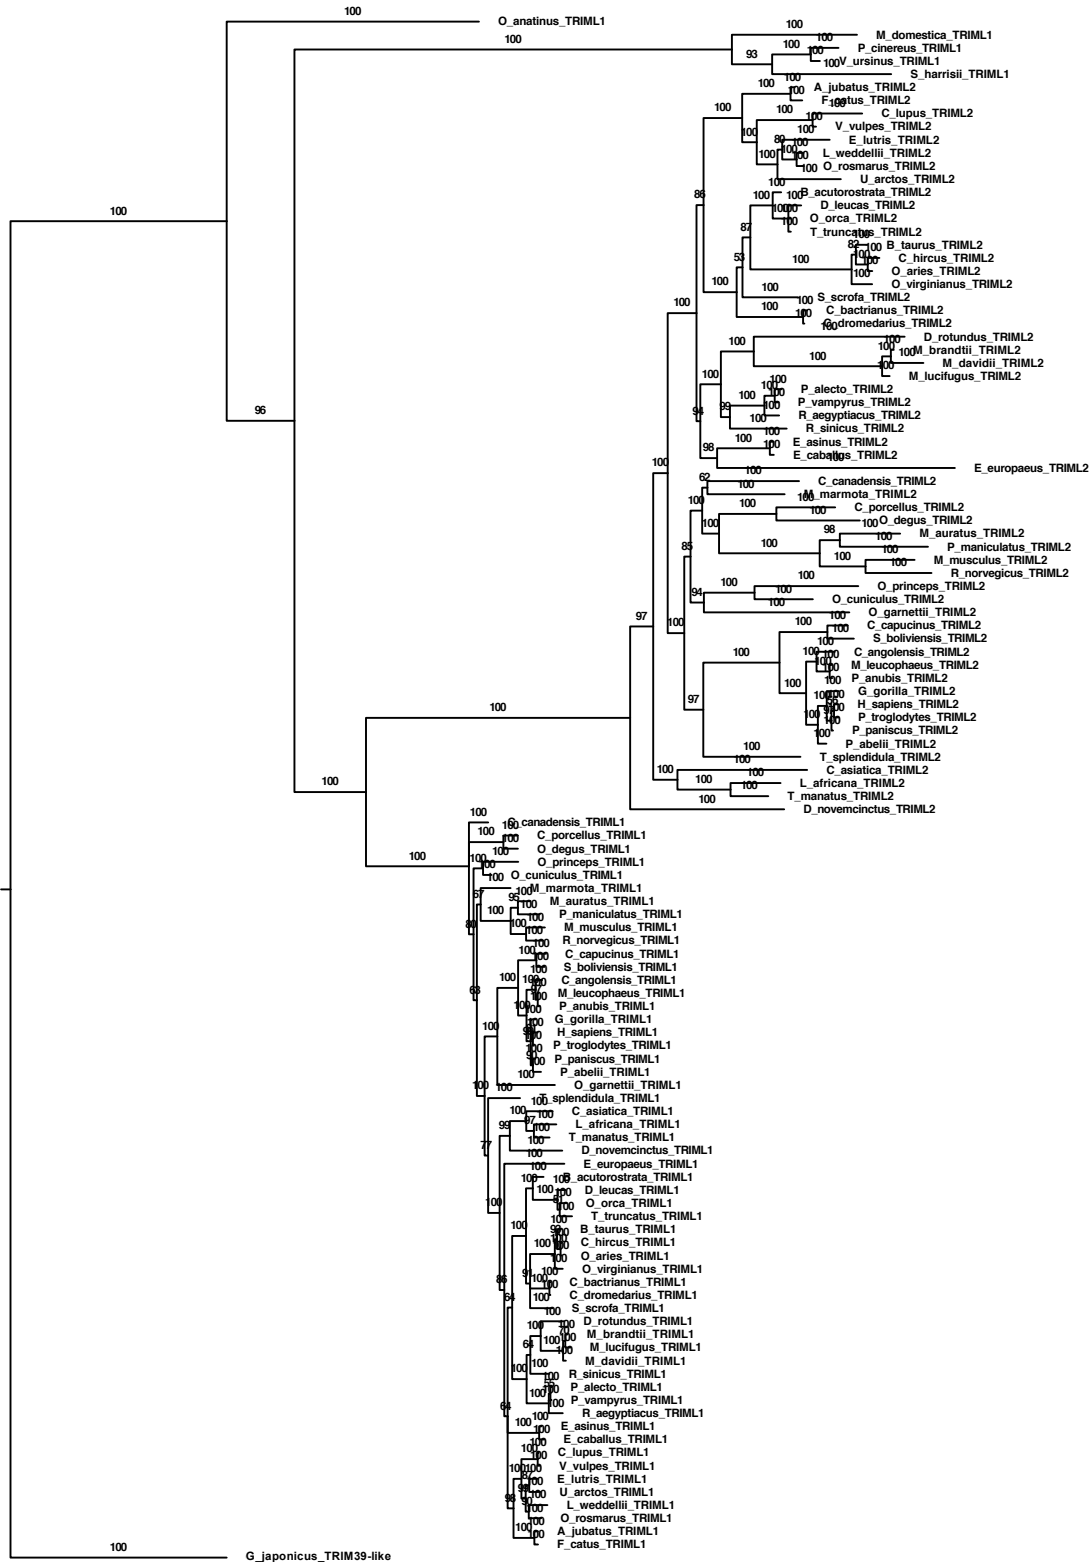

0.2

E.

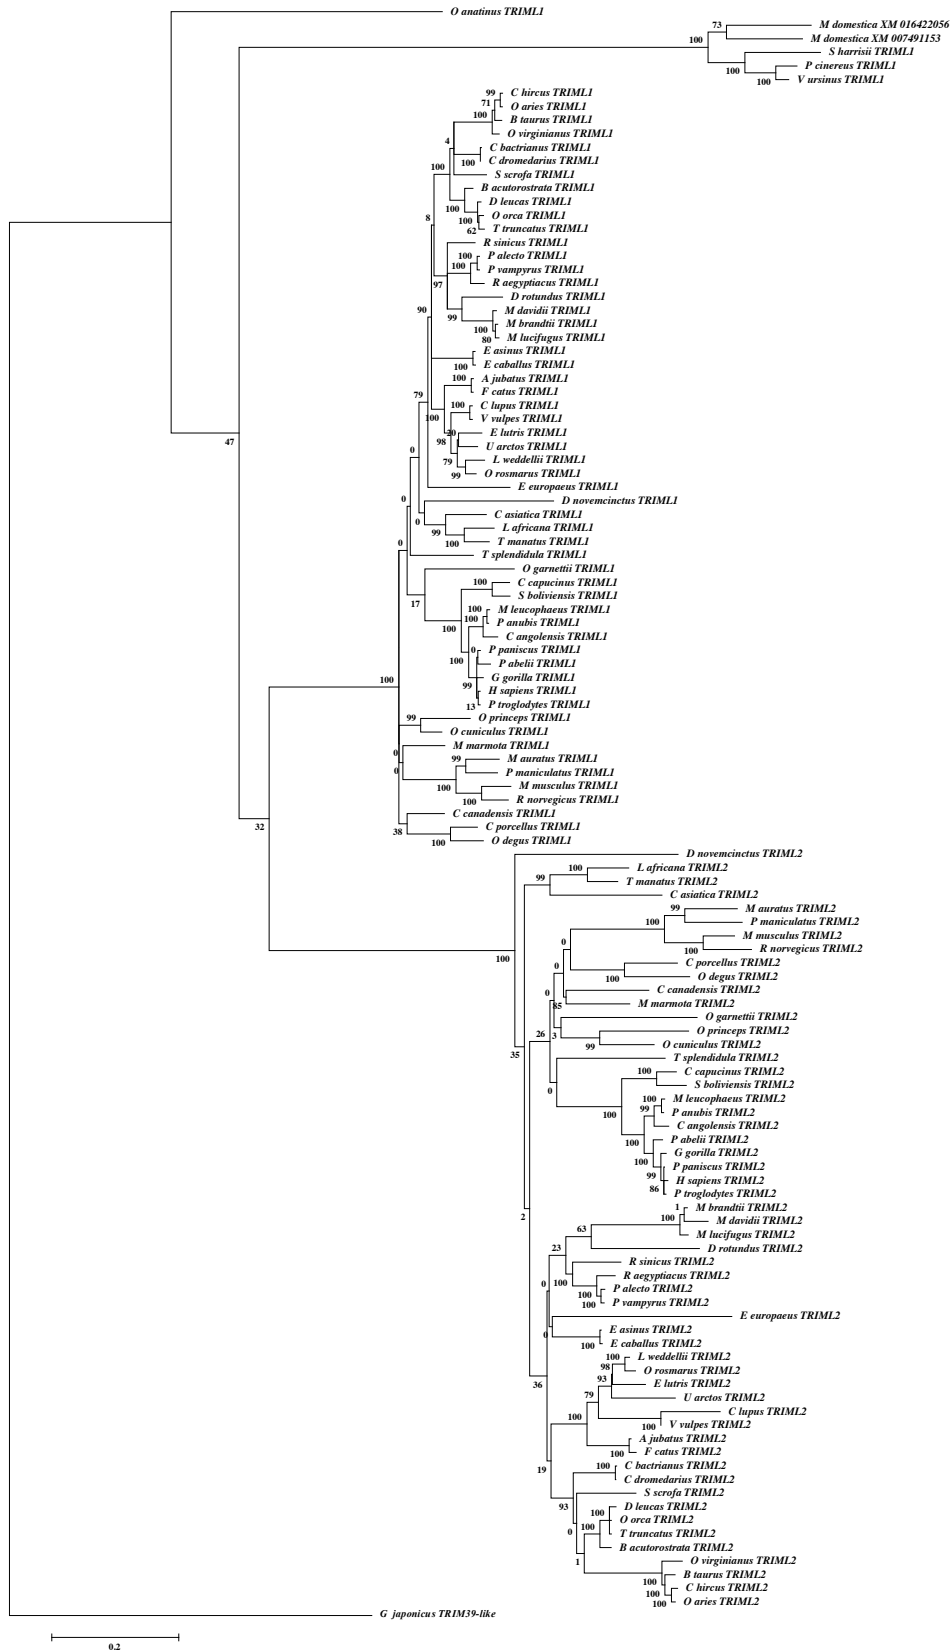

F.

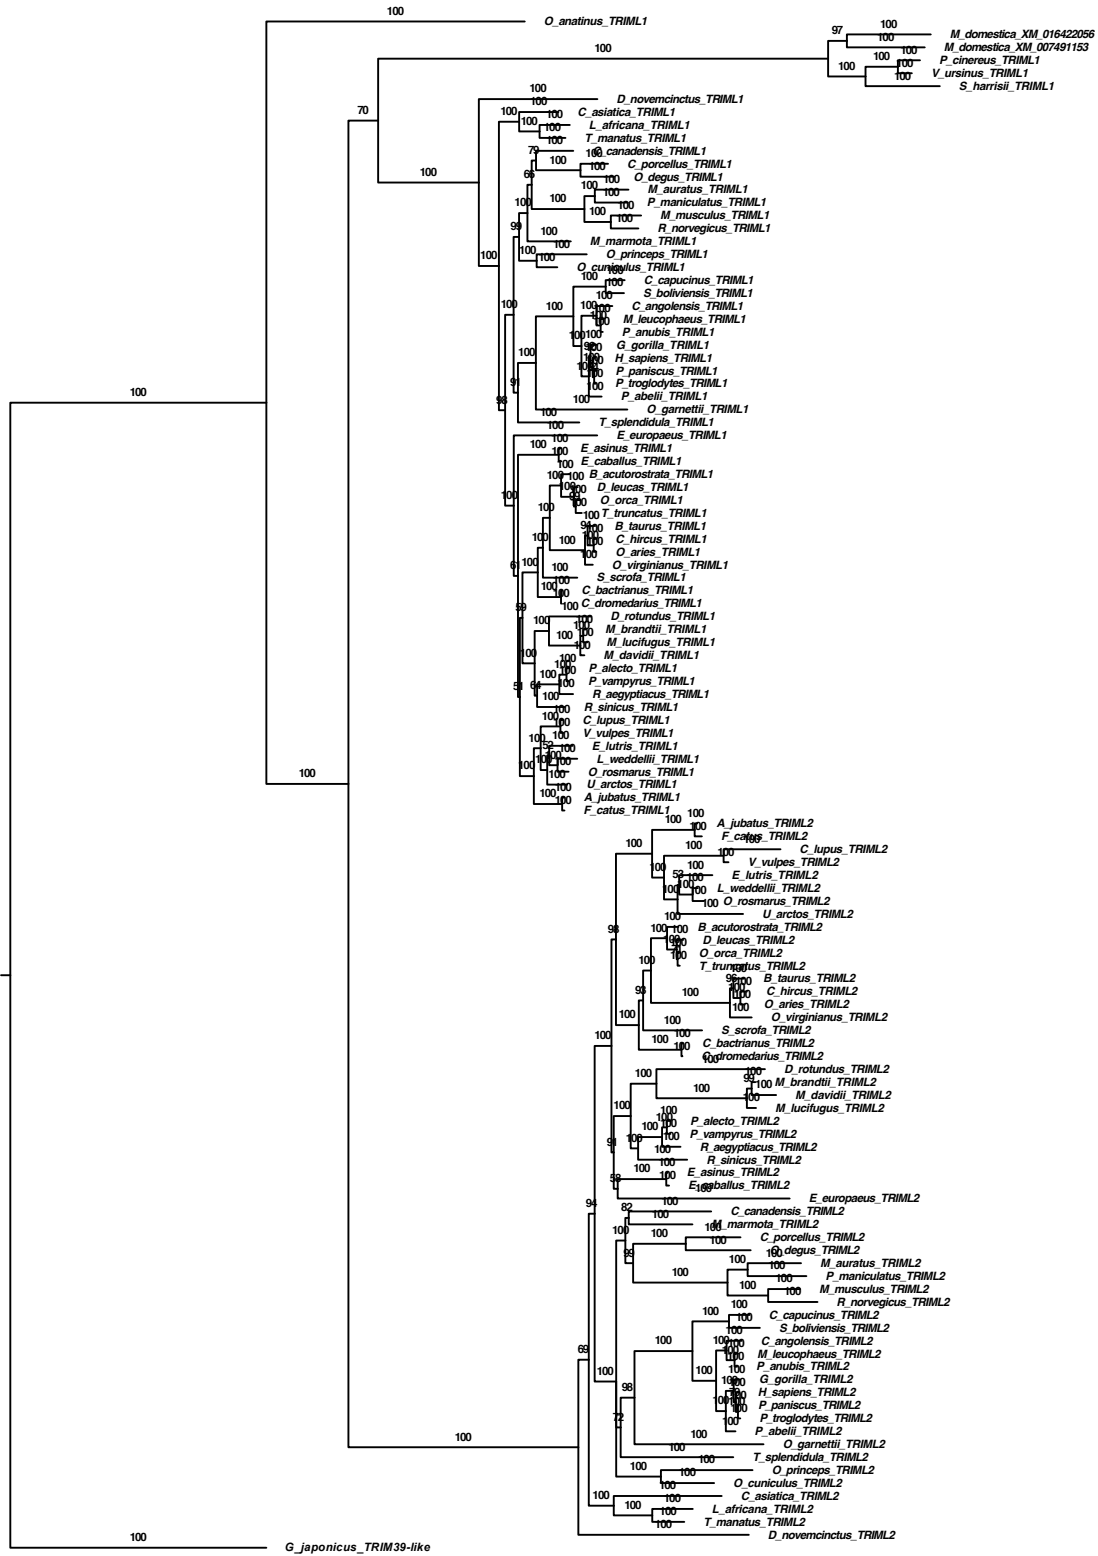

G.

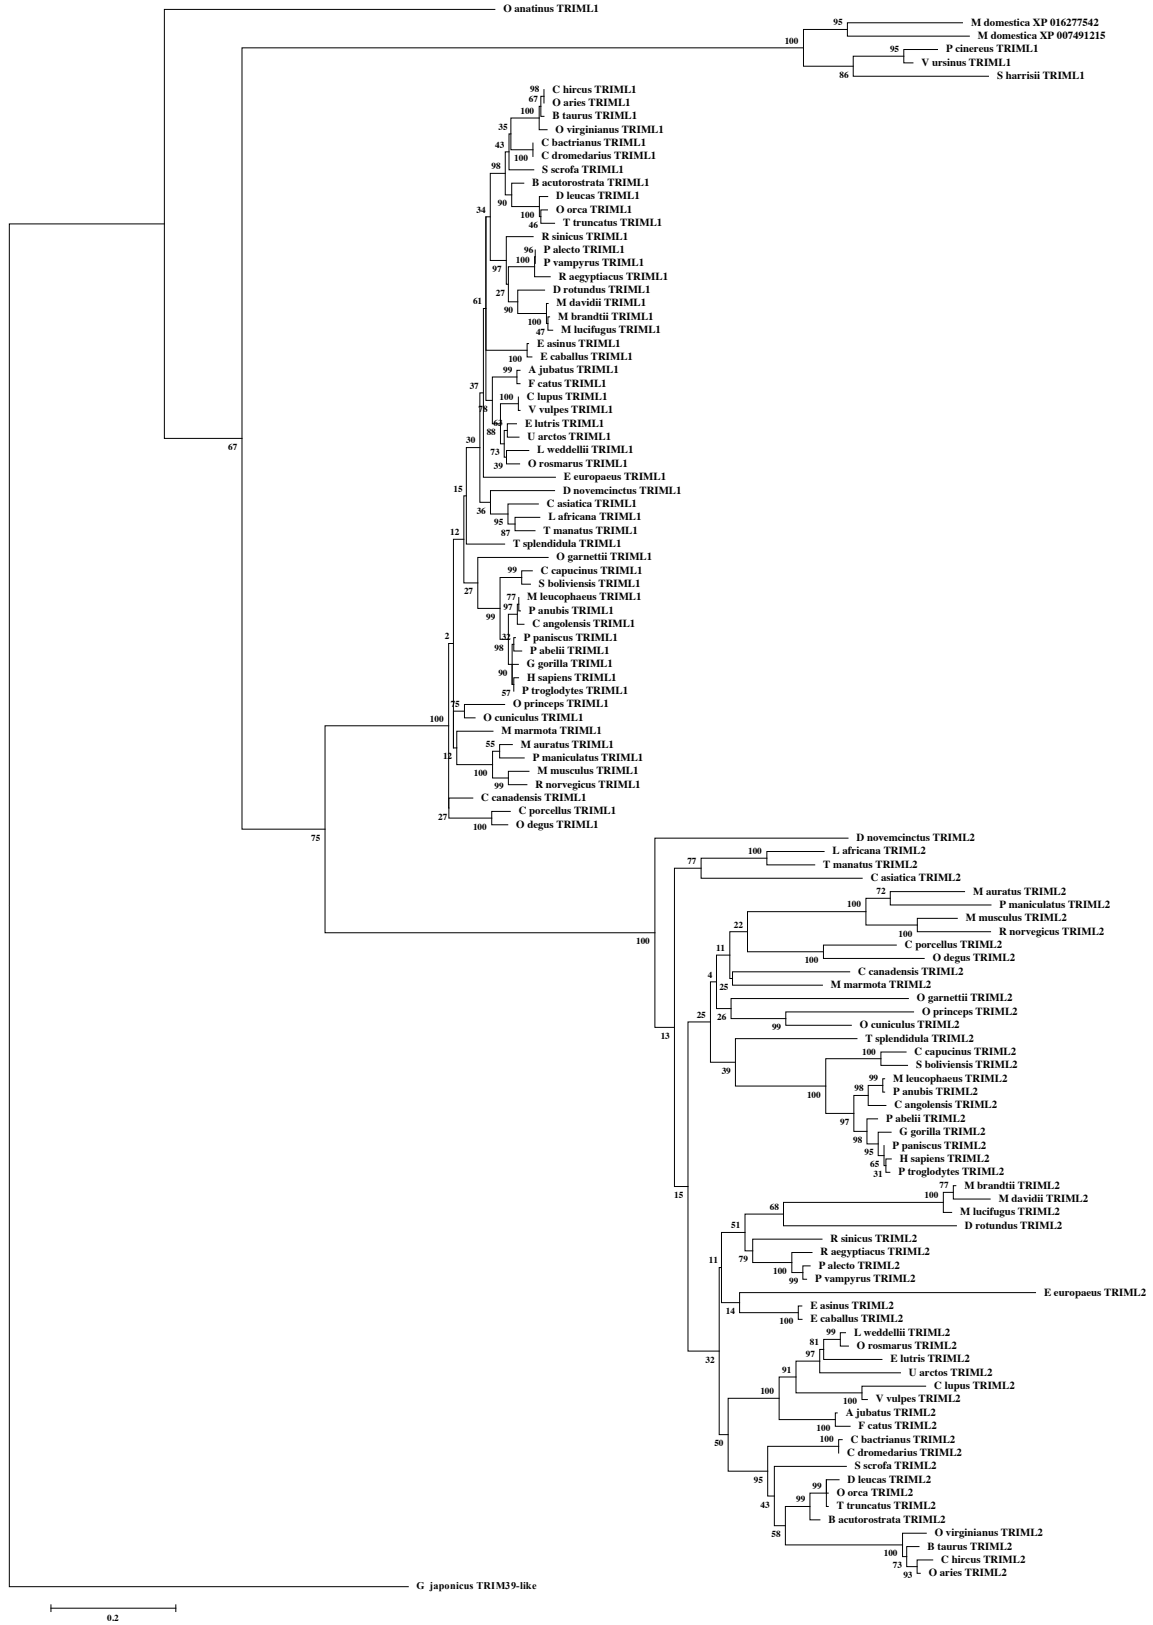

H.

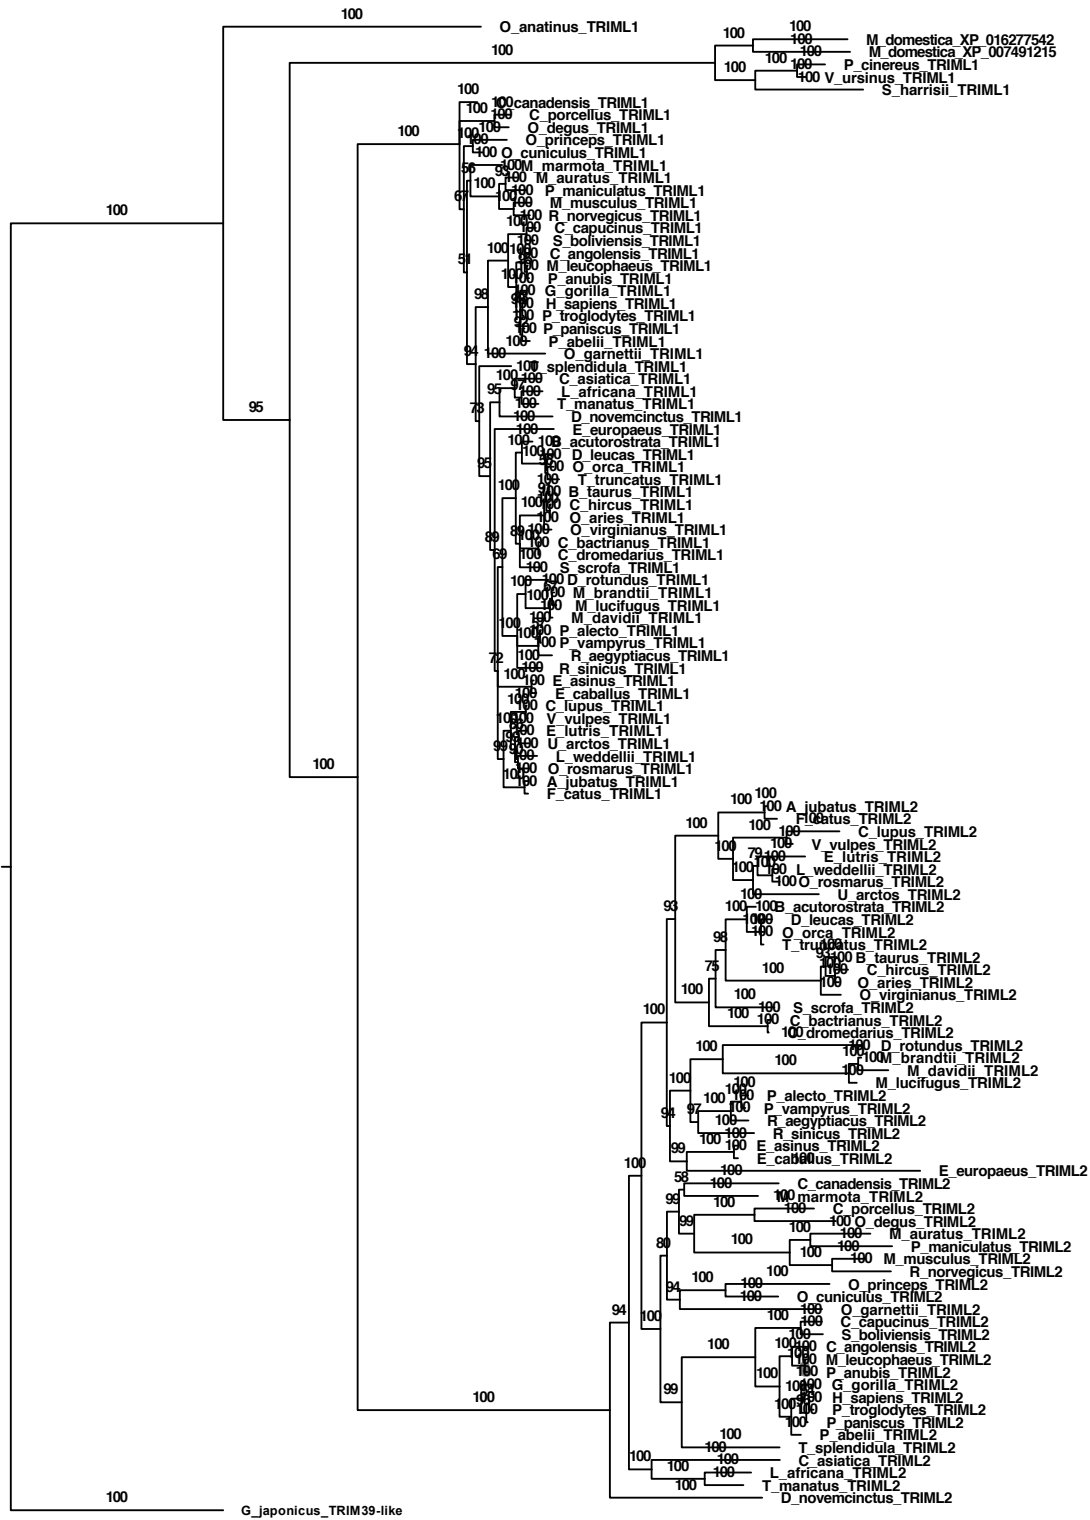

0.2

Fig S3. Phylogenetic reconstruction of *TRIML1* and *TRIML2*. (A-D) phylogenetic trees generated with one opossum *TRIML1* (*XM_007491153*/ *XP_007491215*). (E-F) phylogenetic trees generated with both potential opossum *TRIML1*s. (A, E) Phylogenetic trees generated using maximum likelihood (ML) approach, based on mRNA sequences. (B, F) Phylogenetic trees generated using Bayesian analysis, based on mRNA sequences. (C, G) Phylogenetic trees generated using ML, based on protein sequences. (D, H) Phylogenetic trees generated using Bayesian analysis, based on protein sequences. Bootstrap percentages / posterior probabilities are labeled.

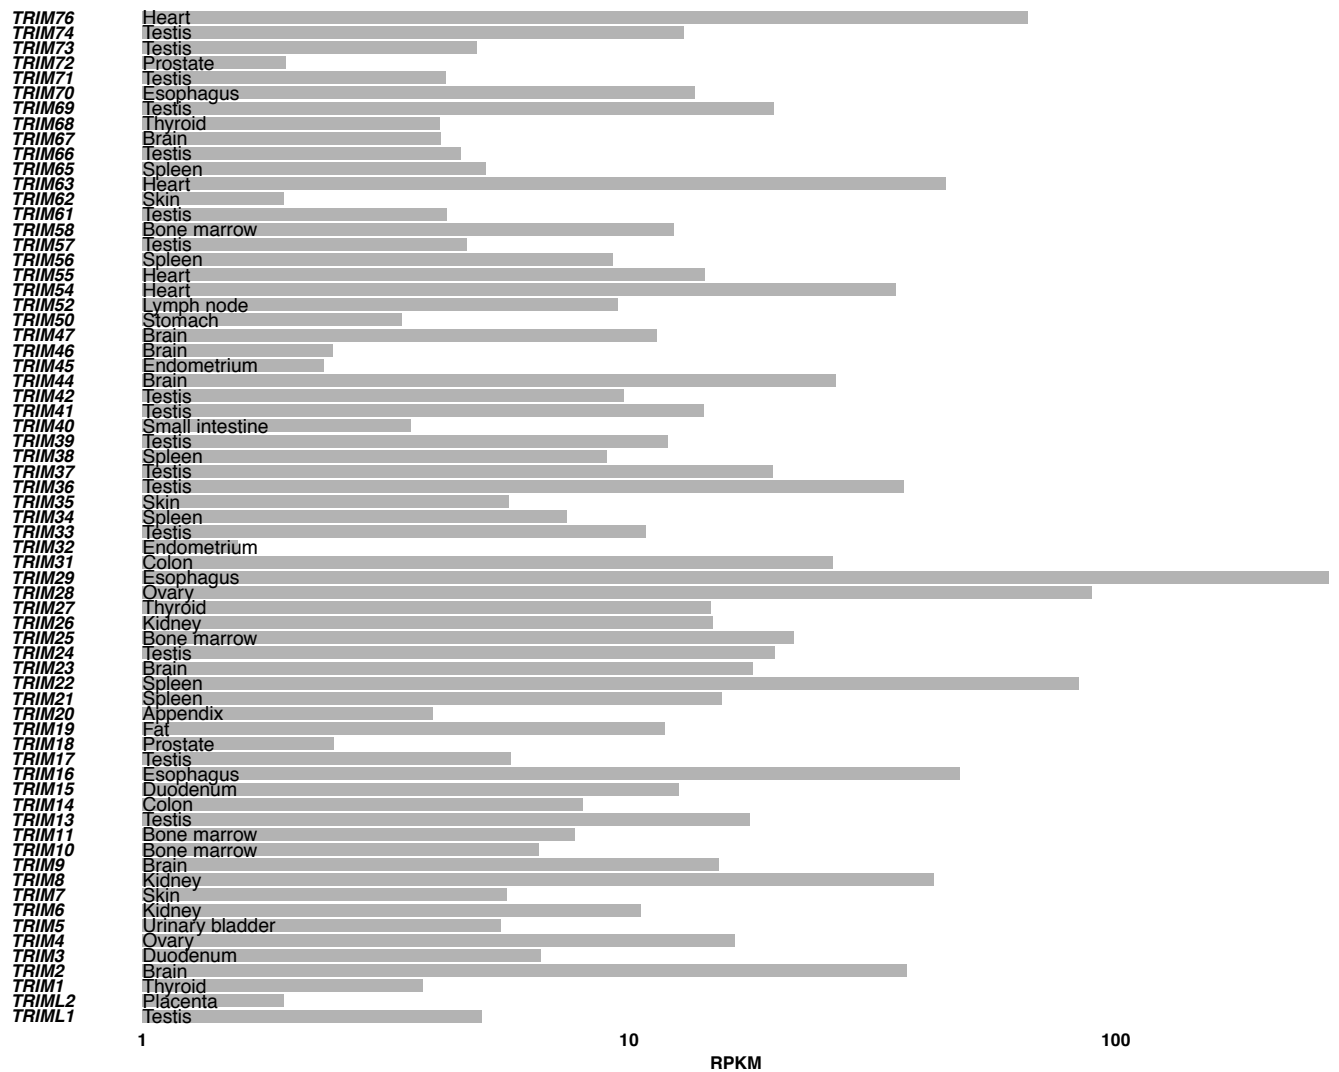

Fig S4. Tissue with highest expression for each *TRIM* gene (data from the Human Protein Atlas).

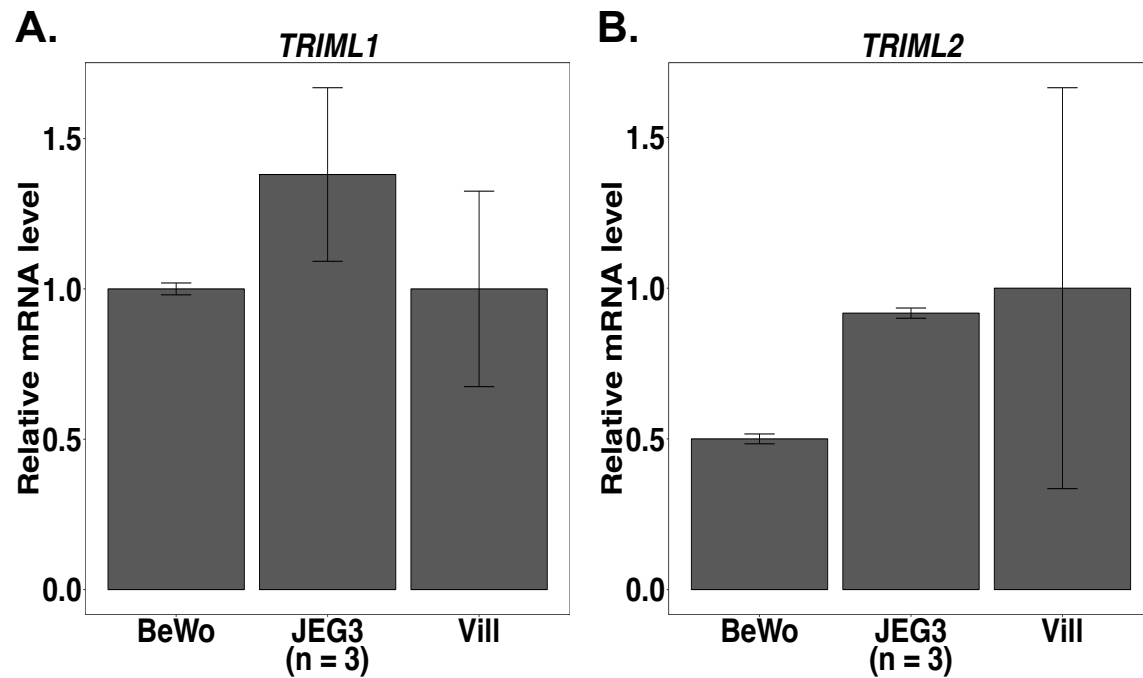

Fig S5. *TRIML1* and *TRIML2* mRNA expression in BeWo cells and JEG3 cells. Expression levels normalized to term human placenta villi. Vill, placental villi. Values are mean $\pm$ SEM.

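Supplementary fig. S5 shows qPCR, a measurement separate from the RNA sequencing of the same lines. In qPCR the amount of each mRNA is read from the cycle at which its amplified product crosses a threshold, and it is expressed relative to a reference sample. Here the reference is villous tissue of human placenta at term, and each gene is scaled to its own level in that tissue. The methods name *GPDH*, listed as *GAPDH* among the assays, as the endogenous control. A bar of *TRIML1* and a bar of *TRIML2* therefore give each gene's level relative to villi, and their heights do not compare the abundance of the 2 mRNAs with each other. Bars of the same gene can be compared between BeWo and JEG3. FPKM values, in contrast, are scaled within each library to transcript length and sequencing depth and have no reference tissue and no control gene.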

How the deposited data were processed for this re-analysis (not part of the article)

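RNA sequencing of untreated cells of 2 human choriocarcinoma lines, BeWo and JEG3, was analyzed, with 2 libraries per line, named A and B in the sample labels. Of each library the authors deposited a table of FPKM per gene, estimated with Cufflinks 2.2.1 from reads aligned with TopHat 2.1.1; the paper names the human Ensembl cDNA build and the submitters' processing notes name GRCh37. The annotation release, the use of strand in the estimates and the treatment of reads that map to several places are not given in the sources used here. Counts of fragments are not in the files, so values with the unit FPKM were used as deposited, and no count model was fitted.

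Each file lists 25271 entries for 25240 gene names. Values of the 31 names with several entries were summed, and 12 values of 8 genes with a failed estimate were kept as listed. Gene names were used as the files give them: 21483 match a current or older symbol, and 3609 are LOC names. Of the 452 members of the gene lists, 441 were found in the files, 16 of them under an older symbol. No 2 libraries were copies of each other: at most 1 gene had the same value above 0 in a pair of libraries. Depth is known only in relative terms, from the ratio between libraries of the smallest steps among values under 0.1 FPKM, found with a kernel bandwidth of 0.06 on the log scale. Genes are given with the positions in the files, counted from 1. A reference of another build was used for the GC content and length of transcripts by gene name, and for no position.

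JEG3 and BeWo were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 1), over the 11484 genes with an FPKM of at least 1 in at least 2 of the 4 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Gene lists with at least 5 tested members were tested with camera, with a preset correlation between genes of 0.01 and, beside it, with an estimated one, and p was adjusted over the lists. With an estimated correlation camera uses only the residual degrees of freedom of the fit, 2 with all 4 libraries, so hardly any list could pass. Exact permutation tests, two-sided, were run for *TRIML1* and *TRIML2*. Tables and other tests were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene was taken as detected in a line at an FPKM of at least 1 in both libraries.

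The 18 gene lists were written before the data were examined. They are syncytiotrophoblast hormones and fusion, cytotrophoblast and trophoblast stem, extravillous trophoblast, viral RNA and DNA sensing, interferon-stimulated genes, cytokines and chemokines, pluripotency, imprinted genes, retroviral envelope-derived genes, retroviral envelope receptors, the p53 pathway, markers of fibroblasts, endothelium, immune cells and erythroid cells as other cell types, TRIM genes that arose in eutherians or later according to supplementary table S3, other TRIM genes, and genes the paper names. The rule for named genes was also set then: each gene the paper names, the 5 most abundant TRIM genes and the 5 most abundant genes of each line, the 10 largest differences in each direction among called genes, and up to 4 called members of each list with the largest difference. The values of *TRIML1* and *TRIML2* in supplementary table S1 had been seen when the rule was written. Genes of the Y chromosome, *XIST* and LOC names are not chosen by this rule; LOC names appear only where they neighbour a named gene.

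The alternatives set before the data were examined were a pseudocount of 0.1 or 0.01, no filter on low values, a filter at a mean FPKM of 5, rescaling to TPM, upper-quartile scaling, quantile normalization, eBayes without trend, the library letter as a replicate block, leaving out each library in turn, the first entry of repeated names, and detection at 0.1 or 5 FPKM. With a library left out, the genes tested stayed the 11484 of the filter over all 4 libraries. Applying the filter again to the 3 libraries left, leaving out genes with a failed estimate or that span under 300 bases, and ratios after quantile normalization were added later. The fit was tested on simulated data, 20 draws of 11484 genes with the spread of these libraries and 200 genes changed between JEG3 and BeWo. Camera was tested in 20 separate draws, in which a random list was shifted by log2 0.5 and no other gene was changed. There the spread of a gene was set by its expression level alone. Of genes changed by log2 0.5, 14.8% were recovered, of those changed by 1, 90.2%, and of those changed by 2, 98.9%. Of the calls, 5.11% were false. Far more genes, 6333, were called between the real lines, which makes the adjusted threshold less strict, so these shares do not measure the recovery there. At an unadjusted camera p under 0.05, shifted lists were called in 100% of cases and unshifted lists in 0%. Many genes outside a list differ between the real lines, so the 100% does not measure the recovery of lists there. The simulated genes varied independently of each other, so the 0% does not show how often camera calls an unshifted list of correlated genes. Estimated correlations in the real lists reached 0.58, in the p53 pathway. Other splits of the libraries were not counted, since 2 libraries against 2 give only 3 splits. The paper's qPCR, knockdown, mouse and Human Protein Atlas data were not analysed here.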

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

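Of the tests below, the comparison of JEG3 and BeWo and the list tests were planned before the data were examined; the tests over chromosomes, the search for genes near 0 in a line, the test of genes listed at exactly 0 and the tests of explanations for the syncytiotrophoblast list were chosen after results had been seen.

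The paper reads *TRIML1* and *TRIML2* from these transcriptomes and does not report other genes from them. Between JEG3 and BeWo, 6333 of the 11484 tested genes differed (limma, adjusted p under 0.05), 3128 higher and 3205 lower in JEG3, of which 745 and 972 differed by more than a log2 of 1. At an unadjusted p under 0.05 there were 6990, and without JEG3 A 3694 passed the adjusted test, 1781 higher and 1913 lower. The balance of higher and lower depends on the scaling: rescaled to TPM, 6332 passed, 2550 higher and 3782 lower. The largest positive differences were *IGF2*, the fetal growth factor (log2 difference 7.71 on the log2(FPKM + 1) scale), the growth factor *MDK* (6.07), the adhesion molecule *CADM1* (5.36), fibronectin (*FN1*, 5.29), *HLA-G*, the class I molecule of invasive trophoblast, which shares sequence with other class I genes (5.27), and *C11orf31* (4.90). *ATIC*, *FABP5*, *TMSB4X* and *TUSC3* belong to the same 10 and are listed at 0 in at least 1 BeWo library. The largest negative differences were *NT5DC2* (-6.70), the skeletal muscle actin *ACTA1* (-5.87), *OBSL1* (-5.25), *NME4* (-5.01), the heat shock gene *HSPA2* (-4.87), galectin-3 (*LGALS3*, -4.80), *METTL7A* (-4.80) and the ubiquitin ligase *RNF5* (-4.75). The size for *ACTA1* is uncertain, since its BeWo libraries had 168 and 46.4 FPKM, and the difference was -4.96 without BeWo A and -6.79 without BeWo B. *PODXL2* and *RNU6-42* complete that list and are listed at 0 in at least 1 JEG3 library.

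Of 13 lists tested, 4 differed as groups, none of them with an estimated correlation, where the adjusted p of each was 0.645. That version of camera rests on the 2 residual degrees of freedom that 4 libraries leave, so hardly any list could pass it. For the TRIM genes of eutherian or younger age the estimated correlation was -0.11, yet the unadjusted camera p rose from 0.00675 to 0.106. Failing it therefore does not tell whether correlation between genes accounts for a result. Imprinted genes were higher in JEG3 (median log2 difference 0.66, camera adjusted p = 0.00575): of 17 tested, 12 were higher, 2 lower and 3 did not pass the test (13 higher and 3 lower when adjusted over the list alone). With no filter on low values the median was 0.32 (camera adjusted p = 0.0148, and 0.777 with an estimated correlation). *IGF2* was at 246 and 214 FPKM in JEG3 and at 0.0829 and 0.124 in BeWo. The retrotransposon-derived *PEG10* was higher (3.03) and the growth-limiting *PHLDA2* lower (-3.65) in JEG3. Receptors of retroviral envelopes were lower in JEG3 (median -1.24, camera adjusted p = 0.00575): 6 of 7 were lower and 0 higher, also when adjusted over the list alone, led by the phosphate transporter *SLC20A2* (-2.51) and the heme exporter *FLVCR1* (-2.06), with *SLC7A1* at -1.52 and *XPR1* at -1.24. TRIM genes of eutherian or younger age were higher in JEG3 (median 0.53, camera adjusted p = 0.0219): 6 of 10 were higher and 0 lower, also when adjusted over the list alone. The largest differences were those of *TRIML2* (1.58), whose values in supplementary table S1 had been seen beforehand, and *TRIM6* (1.24). *TRIM21* (0.97) and the retrovirus restriction factor *TRIM5* (0.95) followed. *TRIM21*, *TRIM6* and *TRIM5* lie near each other on chromosome 11, between 4406127 and 5706339. Whether the age of these genes matters was not tested. With no filter on low values this list did not pass (median 0.11, camera adjusted p = 0.0749).

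Genes of syncytiotrophoblast hormones and fusion were lower in JEG3: of 17 tested, 12 were lower, 1 higher and 4 did not pass the test (13 lower and 1 higher when adjusted over the list alone), with a median log2 difference of -0.99 (camera adjusted p = 0.00294, and 0.645 with an estimated correlation). *CYP11A1*, which makes pregnenolone from cholesterol, differed by -3.13, syncytin-1 (*ERVWE1*) by -3.06, from 21.6 and 25.2 FPKM in BeWo to 1.76 and 2.07 in JEG3, and *SDC1* by -2.91, while *HSD3B1*, a progesterone-forming enzyme, was higher (2.09). With no filter on low values the list did not pass (median -0.19, camera adjusted p = 0.129). Tests argue against 2 technical causes. Without gene families that have near-identical copies the median was -1.09. Without any 1 library it was at most -0.62 over the same genes, and -0.60 without BeWo B when the filter was applied again. Under 3 other scalings it was at most -0.93. They moved the median of all genes only to between -0.09 and 0.03, too little to remove such a difference, so they do not test a scaling cause. A difference of the lines themselves or of their media also stays open, which was not tested and which this design does not separate.

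Genes of chromosome 18 were lower in JEG3, with a median log2 difference of -0.58: of 158 tested, 99 were lower and 15 higher (camera over 22 autosomes, adjusted p = 1.09e-07, and 0.426 with an estimated correlation). For chromosomes, too, the version with an estimated correlation rests on 2 residual degrees of freedom, so failing it decides little. Of its genes, 79.1% lay below the median of all genes, so the difference was spread over most of those tested. The median of -0.58 already requires much of this, so the share is not a separate test of a few genes with large differences. The trend on GC content and transcript length was small, 1.25% of the variance over all genes, with a median of -0.07 for chromosome 18 genes and from -0.17 to 0.12 between the 5th and 95th percentiles of all genes, and after it was removed the median was -0.61 (bootstrap 95% interval -0.72 to -0.42), which argues against this trend as the whole of the difference. Split by position into 4 groups of 39 or 40 genes, the medians were -0.58, -0.10, -0.36 and -1.36, and in the last, which begins at 55212073 (GRCh37), 37 of 39 genes were lower and 0 higher. A median above -0.1 in any of these groups had been set beforehand as going against fewer copies of the whole chromosome in JEG3. The highest, -0.097, passed this bound only narrowly. Its bootstrap 95% interval, -0.33 to 0.12, spans the bound and reaches past -0.3, below which all groups were predicted to lie if the whole changed. The use of this interval was not part of the prediction. The median of the last group, -1.36, lies below this whole interval, which argues against an equal drop along the chromosome as the only change. That comparison was not part of the prediction either. Fewer copies of the whole chromosome with a further drop in part of it, and a change in part of it alone, are not told apart here. The number of copies was not measured in these data.

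Other autosomes moved less: the median log2 difference was -0.21 for chromosome 1, -0.19 for chromosome 3, -0.19 for chromosome 6, -0.38 for chromosome 8, -0.23 for chromosome 12, 0.32 for chromosome 9, 0.18 for chromosome 10 and 0.20 for chromosome 19 (camera adjusted p from 9.02e-07 to 0.032, and none passed with an estimated correlation, where the lowest was 0.426). With no filter on low values the medians of these 8 lay between -0.12 and 0.09, with that of chromosome 18 at -0.16, and chromosomes 3 (camera adjusted p = 0.0776), 6 (0.207), 10 (0.0991) and 19 (0.207) did not pass. Chromosome 6 did not pass without JEG3 A (0.0592) either, nor chromosome 10 without BeWo B (0.0703). Rescaled to TPM, where the median of all genes is -0.09, the 8 medians were -0.50 to 0.25.

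In 49 genes both libraries of a line had at least 10 FPKM and both of the other line under 0.5, 21 high in JEG3 and 28 high in BeWo. Of these, 24.5% were at exactly 0 in both libraries of the low line, just under the 25% set as a bound beforehand. The other 37, such as *IGF2*, *HLA-G* and *NT5DC2*, have an estimate above 0 in a library of the low line, which is how they were set apart. None of the 49 carries a failed status, but only 12 values in all libraries do, so this argues only weakly against failed estimates for those 37. For the 12 at exactly 0, among them the purine synthesis enzyme *ATIC* and the actin-binding *TMSB4X*, a failed estimate and absent RNA cannot be told apart. Reads given to an overlapping gene are argued against, since 13 of the genes overlap another and 0% overlap one at 10 FPKM or more that is over 2 times higher in the low line. Whether neighbouring genes were lost or silenced together stays open: there was 1 neighbouring pair, *TMSB4X* and *LOC100506583*, which overlap, against a median of 0 and a 95th percentile of 1 in 10000 random draws, and no other biological explanation was tested.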

How the results depend on the processing

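The settings that leave out genes with a failed estimate or under 300 bases, the filter applied again with a library left out, all settings for chromosome 18 and the other limits for genes near 0 were chosen after the data were seen; the rest were planned. The *TRIML2* difference kept its direction and its call in each of 15 alternatives, from 1.47 to 1.85. The *TRIML1* difference kept its direction in all 15 and lost its call in 3: with no filter on low values (-0.53, adjusted p = 0.062 from limma), and without JEG3 B or BeWo A. With no filter 19114 genes are tested, and the standard error for *TRIML1* was 0.150 against 0.140. Which of these changes lost the call was not tested. The difference was smaller without JEG3 B (-0.38) or BeWo A (-0.47) than without JEG3 A (-0.68) or BeWo B (-0.59), which leave as many libraries and kept the call. The call thus depends on which library is left out. Rescaled to TPM, which multiplies each library by a constant, *TRIML1* was at 13.5 in BeWo and 8.16 in JEG3 and *TRIML2* at 6.71 and 22.7. At 5 FPKM, 20 TRIM genes were detected in BeWo and 21 in JEG3. Genes that differ between the lines numbered 3694 (without JEG3 A) to 6173 when a library was left out, and 4355 to 6893 in the other alternatives. With no filter, 2 lists were called, since the syncytiotrophoblast and eutherian TRIM lists lost their calls; the cause was not tested. With a library left out, 4 lists were called each time. When the filter was applied again to the 3 libraries left, which drops genes seen only in the line with 1 library, 4183 to 6058 genes and 4 to 6 lists were called, 0 lists with an estimated correlation. At the preset correlation chromosome 18 kept its direction and call in 15 alternatives (median -0.16 with no filter, otherwise -0.72 to -0.50). With an estimated correlation it did not pass in the main setting (camera adjusted p = 0.426). Genes high in a line and near 0 in the other numbered 108 at limits of 5 and 0.5 FPKM and 26 at 10 and 0.1. Of 1296 values of 88 named genes, 1247 kept direction and call, 42 lost and 6 gained a call, and 1 reversed: *GAPDH*, higher in JEG3 as deposited (0.29), was at -0.10 under quantile normalization; the cause was not tested. Calls were lost in 11 of these genes: *ZFP42*, *TRIM39*, *TRIM16*, *CDKN1B*, *GAPDH*, *ACTB*, *CXCL16*, *LIF*, *ERV3*, *PDGFRB* and *CD74*. With each library left out, the line with 1 library was taken to vary like the other. Depth limits genes of low FPKM most. Changes of log2 0.5 were mostly missed on simulated data, but there only 200 of 11484 genes were changed. With 6333 genes called here the adjusted threshold is less strict, so the share missed here is not known.

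The letters A and B are not stated to pair libraries of the lines. Deviations of A from B correlated at 0.136 across genes between the lines, and with 2 pairs this does not establish a pairing. With the letter as a replicate block, 6656 genes were called, and both *TRIML1* and *TRIML2* kept their calls.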

Differences from the paper's values

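All differences given here concern supplementary fig. S5, which shows qPCR rather than sequencing, and 1 test, the ratio after quantile normalization, was chosen after results had been seen. The paper's values were read by eye from the bars, as ratios of JEG3 to BeWo. For *TRIML1* the paper's ratio is about 1.4 in Fig. S5, read by eye, with an error of 0.29, and the ratio of mean FPKM was 0.648. The qPCR bars thus place *TRIML1* higher in JEG3 and the sequencing places it lower. Neither direction is firm, since that error is not small beside the distance of the ratio from 1, and the sequencing call was lost in 3 alternatives. For *TRIML2* the paper's ratio is about 1.8 in Fig. S5, read by eye, and the ratio of mean FPKM was 3.63; both place *TRIML2* higher in JEG3. Of the alternatives run for the ratios, which were TPM, upper-quartile scaling, quantile normalization, the first entry of repeated names and leaving out each library in turn, none brought either ratio to within 1.5 times the paper's. They ranged from 0.566 to 0.730 for *TRIML1* and from 3.33 to 3.92 for *TRIML2*. The qPCR has *GPDH* (*GAPDH*) as its endogenous control, and no alternative scaled FPKM to it. As deposited, mean *GAPDH* FPKM was 1.22 times as high in JEG3. Scaling to it would lower both ratios, for *TRIML2* toward the paper's and for *TRIML1* away from it. The FPKM values of supplementary table S1 match the deposited ones, with the repeats numbered in the reverse order of the letters A and B.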

Other observations

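The comparisons in this part were planned before the data were examined, apart from those in which the filter was applied again with a library left out. Values are log2 differences, JEG3 minus BeWo, on the log2(FPKM + 1) scale, with calls from limma. Markers of cytotrophoblast and trophoblast stem cells differed in both directions: of 23 tested, 13 were higher in JEG3, 8 lower and 2 did not pass the test, and the counts were the same when adjusted over the list alone. The endocytic receptor *LRP2* (4.20), the trophoblast regulator *HAND1* (4.05, from 10.0 and 16.0 FPKM in BeWo to 231 and 222 in JEG3) and *PEG10* were higher, and the TEAD cofactor *VGLL1* was lower (-3.19). The list as a group did not pass (camera adjusted p = 0.246), and its median, 0.51, was 0.21 with no filter on low values, 0.05 with a mean FPKM of at least 5, and -0.08 without JEG3 A and 0.02 without JEG3 B when the filter was applied again to the 3 libraries left. Of 20 markers of extravillous trophoblast, 8 were higher, 8 lower and 4 did not pass, again with the same counts when adjusted over the list alone. *HLA-G* was at 40.9 and 36.5 FPKM in JEG3 and at 0.0134 and 0.0420 in BeWo, and *FN1* at 55.8 and 61.8 against 0.467 and 0.583. The gelatinase *MMP2* (-4.65) and the serine protease *HTRA4* (-3.03) were lower. The group did not pass (camera adjusted p = 0.838), and its median (0.01, mean -0.19) lay near 0 and turned sign between alternatives: it was -0.08 without JEG3 A, 0.06 without JEG3 B, 0.16 without BeWo A, -0.15 without BeWo B, -0.10 rescaled to TPM and -0.99 with a mean FPKM of at least 5. It passed only without JEG3 A when the filter was applied again to the 3 libraries left, which leaves 17 of its genes (median -0.97, camera adjusted p = 0.0361, and 0.807 with an estimated correlation). Of 12 pluripotency genes, 5 were higher, 4 lower and 3 did not pass (the same when adjusted over the list alone). *KLF5* (1.27), *KLF4* (1.10) and *ZFP42* (0.40) were higher and *DPPA3* (-2.66) and the telomerase gene *TERT* (-1.06) lower. Their median (0.16, but 0.01 without JEG3 A, 0.32 without JEG3 B, 0.03 without BeWo A, 0.23 without BeWo B, 0.04 with no filter on low values, 0.28 with a mean FPKM of at least 5 and 0.07 rescaled to TPM) and mean (-0.04, but 0.04 without JEG3 B and 0.06 without BeWo B) differ in sign (camera adjusted p = 0.838). Without JEG3 A the *ZFP42* difference did not pass (adjusted p = 0.0678 from limma).

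Among genes of antiviral defense, 9 of 24 interferon-stimulated genes were lower in JEG3, 4 higher and 11 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.112). The group passed with a mean FPKM of at least 5 (camera adjusted p = 0.0485, and 0.556 with an estimated correlation) and, when the filter was applied again to the 3 libraries left, without JEG3 A or JEG3 B (0.0361 and 0.0364, and 0.807 and 0.675 with an estimated correlation); in the other alternatives it did not. The immunoproteasome subunit *PSMB8* (-4.07), tetherin (*BST2*, -3.77) and *IFI6* (-2.74) were lower and *ISG15* higher (1.79). Of 17 genes of viral RNA and DNA sensing, 8 were lower, 5 higher and 4 did not pass, also when adjusted over the list alone (camera adjusted p = 0.490). The adaptor *TRAF3* was lower (-1.59), with *NLRX1* (-1.15) and *OAS3* (-1.07), and the adaptor *MAVS* was higher (0.85). Of 43 cytokines and chemokines in the files, 5 were tested, and *GDF15* (-2.64), *CXCL16* (-0.48) and *LIF* (-0.35) were lower, also when adjusted over the list alone (camera adjusted p = 0.307). The call of *CXCL16* was lost without JEG3 A (adjusted p = 0.0906 from limma), and that of *LIF* without JEG3 A (0.209), JEG3 B (0.143) or BeWo B (0.0639), with no filter on low values (0.0832) or under quantile normalization (0.0663). *IL6* was at 0.0917 and 0.0277 FPKM in the JEG3 libraries and at 0.397 and 0.908 in the BeWo libraries. *IFNB1* was listed at 0 and 0.113 in JEG3 and at 0 in both BeWo libraries. Both are below the filter and were not tested.

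Of 5 retroviral envelope-derived genes, 3 were lower in JEG3, 1 was higher and 1 did not pass, also when adjusted over the list alone (camera adjusted p = 0.233). Beside syncytin-1, *HERV-V2* (-0.88) and *HERV-V1* (-0.59) were lower and *ERV3* (0.44) higher, and syncytin-2 (*HERV-FRD*) was at 2.64 and 4.69 FPKM in JEG3 and 3.78 and 4.68 in BeWo. The call of *ERV3* was lost without JEG3 A, JEG3 B or BeWo A (adjusted p = 0.0569 to 0.170 from limma), with no filter on low values (0.0829) and rescaled to TPM (0.0539). Of 20 genes of the p53 pathway, 5 were higher, 8 lower and 7 did not pass, also when adjusted over the list alone (camera adjusted p = 0.450). *TP53* (0.59), *CDKN1B* (0.37) and *PHLDA3* (0.96) were higher and *MDM2* (-1.34) and *FDXR* (-0.74) lower. Of 28 other TRIM genes, 6 were higher, 11 lower and 11 did not pass, also when adjusted over the list alone (camera adjusted p = 0.450). *TRIM16L* (1.24) and *TRIM16* (0.38) were higher, and *PML* (-1.37), *TRIM33* (-0.87), *TRIM11* (-0.80) and *TRIM39* (-0.39) lower. The call of *TRIM39* was lost without JEG3 A (adjusted p = 0.200 from limma), JEG3 B (0.132) or BeWo B (0.0580) and with no filter on low values (0.0630). Those of *TRIM16* (0.0609 to 0.189) and *CDKN1B* (0.0571 to 0.188) were lost without any 1 of the libraries and rescaled to TPM (0.0666 and 0.0658), and that of *TRIM16* also with no filter (0.0869). *TRIM44* was at 7.20 and 7.77 FPKM in JEG3 and listed at 0.00520 and 0 in BeWo, and *TRIM14* (-1.75) was lower in JEG3. At 1 FPKM in both libraries, 34 TRIM genes were detected in both lines, 3, among them *TRIM44*, in JEG3 but not in BeWo, and 1, *TRIM14*, in BeWo but not in JEG3. *TRIM42*, which the paper describes from other data as absent from BeWo, was listed at 0 in both JEG3 libraries and at 0 and 0.00894 FPKM in the BeWo libraries. Of 12 tested genes the paper names, 8 were higher in JEG3 and 3 lower, also when adjusted over the list alone.

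Lists of other cell types had too few members above the filter for a group test. Of 3 fibroblast markers *PDGFRB* was higher in JEG3 (1.30, from 0.978 and 0.544 FPKM in BeWo to 4.86 and 2.17 in JEG3), though not with no filter on low values (adjusted p = 0.0554 from limma) or without BeWo B (0.0789), and 2 did not pass; of 3 endothelial markers *EGFL7* (-2.92) and *CDH5* (-2.31) were lower and *ESAM* (0.75) higher; the immune marker *CD74* was lower (-0.50), though not without JEG3 A (adjusted p = 0.0882 from limma) or BeWo B (0.0734); and the embryonic globin *HBE1* was higher (2.45), at 6.52 and 4.97 FPKM in JEG3 against 0.173 and 0.278 in BeWo. The most abundant genes were shared in part: *ACTB*, *GAPDH* and *EEF1A1* were among the 5 highest in both lines, with *RPS6* (1.16) and *MIR663* in JEG3 and *RPS18* and *FTH1* in BeWo. *MIR663*, a short feature, was at 1696 and 5109 FPKM in JEG3 A and B and at 1591 and 3149 in BeWo A and B, and its difference (0.40, adjusted p = 0.545 from limma) did not pass. Leaving out 1 library turned its sign: it was 1.19 without JEG3 A, -0.40 without JEG3 B, -0.10 without BeWo A and 0.89 without BeWo B, and it passed only with the library letter as a replicate block (adjusted p = 0.0205 from limma).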
